# Transcriptomic analysis reveals new hippocampal gene networks induced by prolactin

**DOI:** 10.1038/s41598-019-50228-7

**Published:** 2019-09-24

**Authors:** Erika Alejandra Cabrera-Reyes, América Vanoye–Carlo, Mauricio Rodríguez-Dorantes, Edgar Ricardo Vázquez-Martínez, Nadia Alejandra Rivero-Segura, Omar Collazo-Navarrete, Marco Cerbón

**Keywords:** Transcriptomics, Molecular neuroscience

## Abstract

Prolactin (Prl) is a pleiotropic hormone with multiple functions in several tissues and organs, including the brain. In the hippocampus, Prl has been implicated in several functions, including neuroprotection against excitotoxicity in lactating rats and in Prl-treated ovariectomized animals. However, the molecular mechanisms involved in Prl actions in the hippocampus have not been completely elucidated. The aim of this study was to analyse the hippocampal transcriptome of female Prl-treated ovariectomized rats. Transcriptomic analysis by RNASeq revealed 162 differentially expressed genes throughout 24 h of Prl treatment. Gene Ontology analysis of those genes showed that 37.65% were involved in brain processes that are regulated by the hippocampus, such as learning, memory and behaviour, as well as new processes that we did not foresee, such as glial differentiation, axogenesis, synaptic transmission, postsynaptic potential, and neuronal and glial migration. Immunodetection analysis demonstrated that Prl significantly modified microglial morphology, reduced the expression of Cd11b/c protein, and altered the content and location of the neuronal proteins Tau, Map2 and Syp, which are involved in axogenic and synaptic functions. This novel delineation of Prl activity in the hippocampus highlights its importance as a neuroactive hormone, opens a new avenue for understanding its actions and supports its participation in neuronal plasticity of this brain area.

## Introduction

Prolactin is a pleiotropic hormone in vertebrates with more than 300 described functions that fall into five major categories: reproduction, brain processes and behaviour, growth and development, water and electrolyte balance, and immunomodulation^1^. The expression of *Prl* and its receptor have been detected at the transcriptional level in several brain areas, such as the olfactory bulb, corpus callosum, choroid plexus, amygdala, hypothalamus, thalamus, cerebral cortex and hippocampus^2,3^.

Physiological behaviours regulated by the hippocampus are complex and implicated in several brain processes, including storage and consolidation of spatial and declarative memory and acquisition and retrieval of information^4^. In this regard, Prl improves memory, cognition and learning^5–8^. In addition, Prl induces several processes, such as neurogenesis, neuronal proliferation and survival^9–11^, neuroplasticity and dendritic remodelling during pregnancy and in the postpartum period^12,13^, modulation of stress responses, calcium transport, and reduction of anxiety^14–16^. It has been found that Prl provides neuroprotection against excitotoxicity in the hippocampi of lactating rats^17–21^. Recently, it has been demonstrated that prolactin treatment induces changes in the expression of the prolactin receptor and reduces the excitotoxicity generated by glutamate in primary hippocampal neuronal cultures^20^. Additionally, in the same model, neuroprotection has been associated with a decrease in the Ca^2+^ overload observed during kainic acid-mediated excitotoxicity, therefore promoting survival of hippocampal neurons^21^.

Considering the pleiotropic functions of Prl, recent efforts have been dedicated to elucidating the mechanisms of action of this hormone in different body tissues, such as duodenal epithelial cells^22^, mammary epithelial cells^23^ and pancreatic islets, by using transcriptomic approaches^24^. However, to the best of our knowledge, there is no information about Prl transcriptomic effects in the hippocampus.

Given that Prl regulates several brain processes, especially those that depend on the hippocampus, the present study aimed to elucidate the transcriptional effects of Prl in the hippocampus by means of transcriptomic analysis.

## Results

### Transcript abundance and differential regulation of gene expression induced by Prl treatment in the hippocampus

A total of 365,050,464 reads, with a mean of 30.4 million reads (2 × 76 bp paired-end reads), were obtained for total RNA from each hippocampus sample. Up to 93.5% of the reads were successfully mapped to transcripts contained in the NCBI Rnor 6.0 genome reference (Supplementary Table S1). 

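Poly(A)-selected, strand-specific RNA libraries were sequenced from the hippocampi of 12 ovariectomized rats in 4 groups of 3 animals. The control group received saline. The other 3 groups were treated once, intraperitoneally, with 500 µg/kg of Prl and are named by the time after treatment, 3, 6 or 24 h. The authors aligned the reads to NCBI Rnor 6.0 with Smalt, counted them on the annotated genes with BamTools, and deposited the whole-number count of each gene in each library without normalization. The count table holds 39469 genes, of which 5934 had no count in any library, and it lists each gene by symbol and NCBI gene identifier. No positions are given here because the annotation of that genome build was not used. The paper states total reads of 365050464, and the values below use the 333530425 counts on genes. The total count per library ranged from 22892698 to 29575814 in the control group (median 23098223), from 26264394 to 29752947 at 3 h (median 28833396), from 23976619 to 34847909 at 6 h (median 32062022) and from 23237301 to 34986652 at 24 h (median 24002450). From there, counts were normalized by edgeR's TMM method and are given as counts per 1000000 counts (CPM), as mean ± SD of the 3 animals of a group. The 22049 genes kept by edgeR's filter on low counts were tested against the control group with edgeR's quasi-likelihood test, in 1 fit of all 12 libraries with Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds in the paper's methods. The spread between animals of a group, as edgeR's biological coefficient of variation, was 0.151. A 2-sided exact permutation test of 1 gene in 3 animals against 3 cannot give a p below 0.1.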

Figure 1A shows the changes in gene expression at 3, 6 and 24 h post Prl treatment. In particular, Prl treatment modified the expression of 162 genes in the hippocampus of ovariectomized rats throughout the 24 h period, where 109 genes were upregulated and 53 were downregulated in Prl-treated rats compared to control rats (Supplementary Table S2). 

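Of the genes tested, 0 passed both thresholds at 3 h, 0 at 6 h and 0 at 24 h of Prl treatment. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test there were 1393 genes at 3 h, 865 at 6 h and 1357 at 24 h, which is 6.32%, 3.92% and 6.15% of the genes tested. The smallest adjusted p was 0.0672 at 3 h, 0.409 at 6 h and 0.689 at 24 h. The 3 Prl animals lay all above or all below the 3 control animals in 17.8% of the genes at 3 h, 11.4% at 6 h and 10.6% at 24 h, where chance gives 10%. The alternative that moved the counts most was a log2 fold change of at least 1 in size with no test, which 408 genes met at 3 h, 282 at 6 h and 352 at 24 h. Leaving out 1 library of the groups compared raised these to between 578 and 695 at 3 h, 435 and 570 at 6 h, and 480 and 822 at 24 h. With edgeR's exact test on the 2 groups compared, 75 genes passed both thresholds at 3 h, 34 at 6 h and 10 at 24 h. The paper states, from the genes its own tools called, that gene expression in the hippocampus was modified by Prl throughout the 24 h (Fig. 1A).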

The differentially expressed genes after 3 h of Prl treatment included 53 upregulated genes and 23 downregulated genes (Fig. 1A).

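At an unadjusted p under 0.05 together with a 2-fold difference, 134 genes were higher and 96 lower after 3 h of Prl treatment than in the control group. That is 230 in all, against a median of 150 (137 to 161) in 20 simulated data sets without any Prl effect. Genes varied independently in the simulation, which animals need not follow. The gene with the smallest p at 3 h was Hapln2 (gene identifier 64057), named here because of that value. Its normalized counts lay between 32.7 and 37.8 CPM in the control animals and between 58.0 and 74.3 at 3 h, a log2 fold change of 0.91 (standard error 0.12, adjusted p = 0.0672 in edgeR's quasi-likelihood test), and 10 of 12 oligodendrocyte genes were higher too. Cbln1 (gene identifier 498922) rose from 5.03 ± 1.17 (SD, n = 3) to 14.3 ± 5.16 CPM, a log2 fold change of 1.51 (standard error 0.34, adjusted p = 0.337 in edgeR), and Dll4 (gene identifier 311332) fell from 5.70 ± 2.72 to 2.33 ± 0.72, a log2 fold change of -1.28 (standard error 0.31, adjusted p = 0.376) that became -0.83, below a 2-fold difference, without the first control library. With all libraries, both genes passed both thresholds with DESeq2 and with edgeR's exact test. The copy of Supplementary Table S2 used here lists 159 gene symbols, fewer than the differentially expressed genes of the paper, and 96 of its entries are for 3 h. All 96 had the direction of the table in the deposited counts, 94 differed at least 2-fold, and 79 had an unadjusted p under 0.05. The paper chose these entries on the same libraries at a 2-fold threshold, so these counts are not independent evidence. Without the third library of the 3 h group, 40 of the 94 were no longer 2-fold different, against 14 to 24 when another library was left out.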

**Figure 1:**
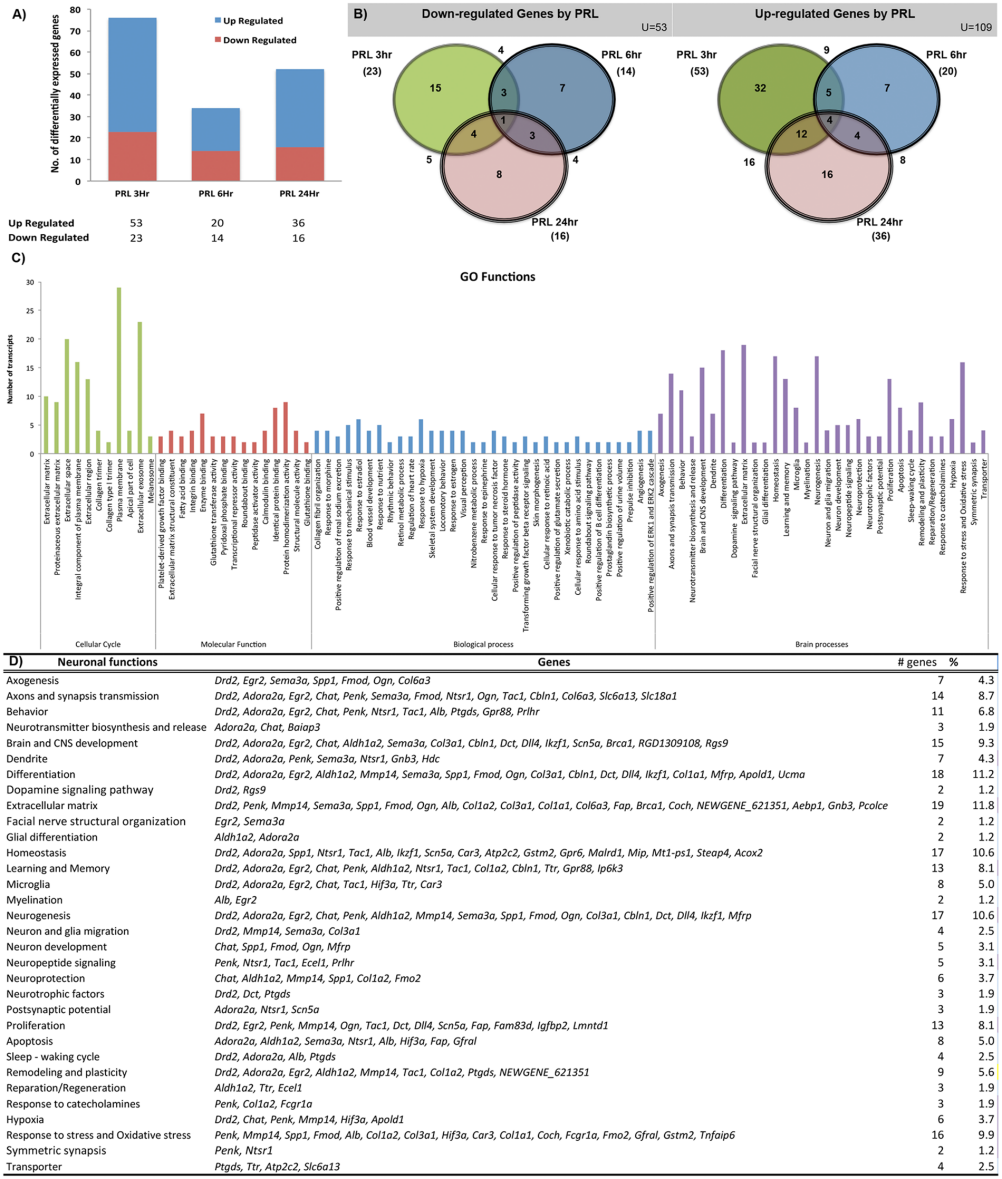
Prl induces changes in the expression of several genes involved in brain processes. (**A**) Summary of all the differentially expressed genes. (**B**) Venn diagram of the differentially expressed transcripts during time courses of Prl treatment. (**C**) Diverse categories of cell functions affected by Prl-regulated genes. All genes related to brain processes are shown in purple. (**D**) Numbers and percentages of Prl-regulated genes involved in brain processes.

### Functional clusters of differentially expressed genes

During the time course of Prl treatment, persistent changes in gene expression were observed for five genes (Fig. 1B); three of the genes (*Fmo2, Egr2 and Apol1*) are involved in brain processes, and the other two were *Srpk3*, a serine/threonine protein kinase, and *Rhbdl2*, a trans-membrane serine protease (Fig. 1B). 

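At the thresholds of the paper's methods, 0 genes were differentially expressed at all 3 time points. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test with a 2-fold difference in the same direction, 28 genes were. The 3 comparisons share the control animals, and in 20 simulated data sets without any Prl effect this count had a median of 10 and lay between 7 and 20. Of 100 random regroupings of the 12 libraries, however, 12 gave at least 28 genes, the real grouping included, and the highest gave 60. Rhbdl2 (gene identifier 298512) rose from 1.34 ± 0.30 CPM (SD, n = 3) in the control group to 3.30 ± 0.92 at 3 h, 3.31 ± 0.27 at 6 h and 3.55 ± 0.77 at 24 h. Its log2 fold changes were 1.31, 1.31 and 1.40 (standard error 0.26, 0.25 and 0.26; adjusted p = 0.237, 0.476 and 0.689 in edgeR), and all 3 animals of each Prl group lay above all control animals. It passed both thresholds at all 3 time points with DESeq2 and with edgeR's exact test. Fmo2 (gene identifier 246245) had log2 fold changes of 1.88, 1.96 and 1.22 at 3, 6 and 24 h (standard error 0.43, 0.43 and 0.45; adjusted p = 0.343, 0.579 and 0.689 in edgeR) at low counts of 8 to 90 per library, and of 1.88 at 24 h without the first control library. It passed both thresholds at 3 and 6 h with DESeq2 and with edgeR's exact test. Srpk3 (gene identifier 293854) had log2 fold changes of 1.35, 1.12 and 1.40 and Egr2 (gene identifier 114090) of 1.80, 1.34 and 1.32, with standard errors from 0.46 to 0.56, and both passed both thresholds at 3 h with edgeR's exact test. Without the first library of the 24 h group these became 0.63 for Srpk3 and 0.69 for Egr2 at 24 h. For the gene written Apol1 in the text, Supplementary Table S2 lists Apold1 (gene identifier 444983), whose values follow. It had 27.2, 4.28 and 4.54 CPM in the control animals and group means of 4.79 ± 2.18 at 3 h, 4.28 ± 1.36 at 6 h and 5.68 ± 4.16 at 24 h, log2 fold changes of -1.31, -1.47 and -1.08. Without the first control library, the log2 fold changes of Apold1 were 0.12, -0.03 and 0.35.

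**Figure D1:**
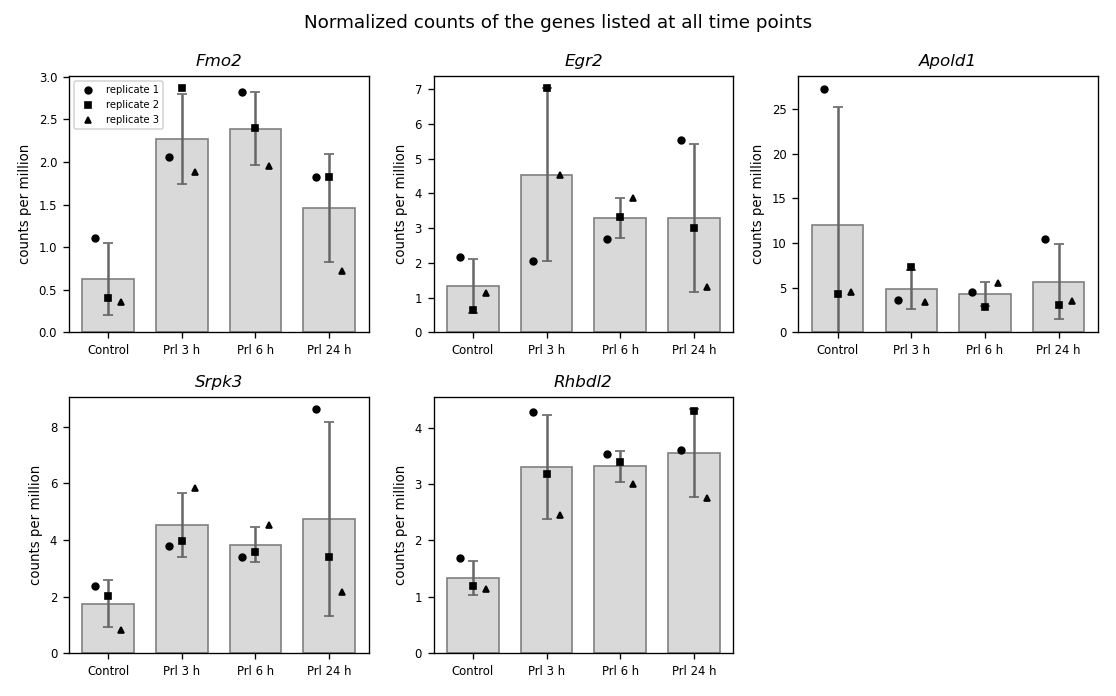
Normalized counts (CPM) of Fmo2, Egr2, Apold1, Srpk3 and Rhbdl2 in each library, for the control group and for 3, 6 and 24 h of Prl treatment; bars are means of 3 animals, lines are 1 SD, drawn no lower than 0, and symbols are single animals. Of the Prl animals in the plot of Rhbdl2, all lie above the highest control animal at 1.68 CPM.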

The functional classification of each gene modified by Prl treatment was obtained from the Gene Ontology (GO) and Ensembl databases. The genes induced by Prl at 3, 6 and 24 h were mainly associated with cell cycle regulation (28.0%, 36.1%, and 27.0%, respectively) and biological processes (23%, 44% and 44%, respectively); these genes represented more than 50% of the transcribed genes in each time period. Other biological processes were also represented, such as protein interactions, pathways and molecular functions (Fig. 1C and Supplementary Fig. S3A). In addition, few transcripts were related to disease processes, as shown in Supplementary Fig. S3A. In contrast, we detected several differentially expressed genes related to 32 brain processes (Fig. 1C), corresponding to 37.65% of all the differentially expressed genes. 

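The 32 brain processes in Fig. 1D list 62 gene symbols, and the count table holds 63 genes under them because Ogn stands there for a pair of genes. All 63 were tested, and 0 passed both thresholds, the smallest adjusted p being 0.237 at 3 h, 0.579 at 6 h and 0.689 at 24 h in edgeR's quasi-likelihood test. An unadjusted p under 0.05 was found for 37 of them at 3 h, 18 at 6 h and 27 at 24 h. At least 2-fold differences from the control group were found for 46 of them at 3 h, 15 at 6 h and 30 at 24 h. Since the genes in the figure were chosen on these libraries, the counts are not independent evidence.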

Interestingly, most of the genes differentially expressed after Prl treatment are involved in hippocampal functions such as learning, memory, microglial function, myelination, neurogenesis, neuroprotection, proliferation, remodelling, plasticity and hypoxia (Fig. 1C, purple bars, and Supplementary Fig. S3B). In particular, some of the induced genes (*Ddr2, Adora2a, Egr2, Penk, Chat*, and *Sema3a*) are involved in more than ten brain processes that are relevant to hippocampal functions (Fig. 1D).

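At 24 h of Prl treatment, Drd2 (gene identifier 24318) had 21.3, 2.95 and 1.88 CPM in the 3 animals, against 1.97 ± 0.28 (SD, n = 3) in the control group. The log2 fold change was 2.14 (standard error 0.70, adjusted p = 0.689 in edgeR's quasi-likelihood test), and it was 0.28 without the first library of the 24 h group. In that library Adora2a (gene identifier 25369) had 35.9 CPM, against 4.30 and 3.28 in the other 24 h animals and 4.71 ± 0.66 in the control group. Its log2 fold change of 1.61 (standard error 0.67, adjusted p = 0.689 in edgeR) became -0.32 without the library. The same library had 163 CPM of Penk (gene identifier 29237), against 24.8 and 21.2 in the other 24 h animals and 17.7 ± 1.00 in the control group, and 7.74 of Chat (gene identifier 290567), against 1.52, 1.25 and 0.86 ± 0.21. The log2 fold change was 1.97 for Penk (standard error 0.59) and 1.99 for Chat (standard error 0.59), each with all 3 animals above the control animals, and 0.37 and 0.65 without that library. Of 6 striatal genes that were tested and are absent from the paper's table, 5 were also highest in that library and Pde10a was not. Of further striatal genes absent from the table, Actn2 (35.57 CPM, against at most 35.15 elsewhere) and Sh3rf2 (1.53, against at most 0.79) were highest there. Lrrc10b was not. Egr2 had 2.06, 7.03 and 4.52 CPM at 3 h against 1.32 ± 0.78 in the control group (adjusted p = 0.548 in edgeR), where 7 of 10 other immediate early genes were higher too. Sema3a (gene identifier 29751) rose at 3 h from 1.72 ± 0.15 to 3.49 ± 1.44 CPM, a log2 fold change of 1.01 (standard error 0.29, adjusted p = 0.501 in edgeR), and of 0.63 without the third library of the 3 h group. Both genes passed both thresholds at 3 h with edgeR's exact test. Fig. 1D lists Drd2 where the text writes Ddr2, and Ddr2 (gene identifier 685781) had log2 fold changes of -0.18, -0.07 and -0.39 at 3, 6 and 24 h (-0.52 to -0.01 over all times with 1 library left out).

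**Figure D2:**
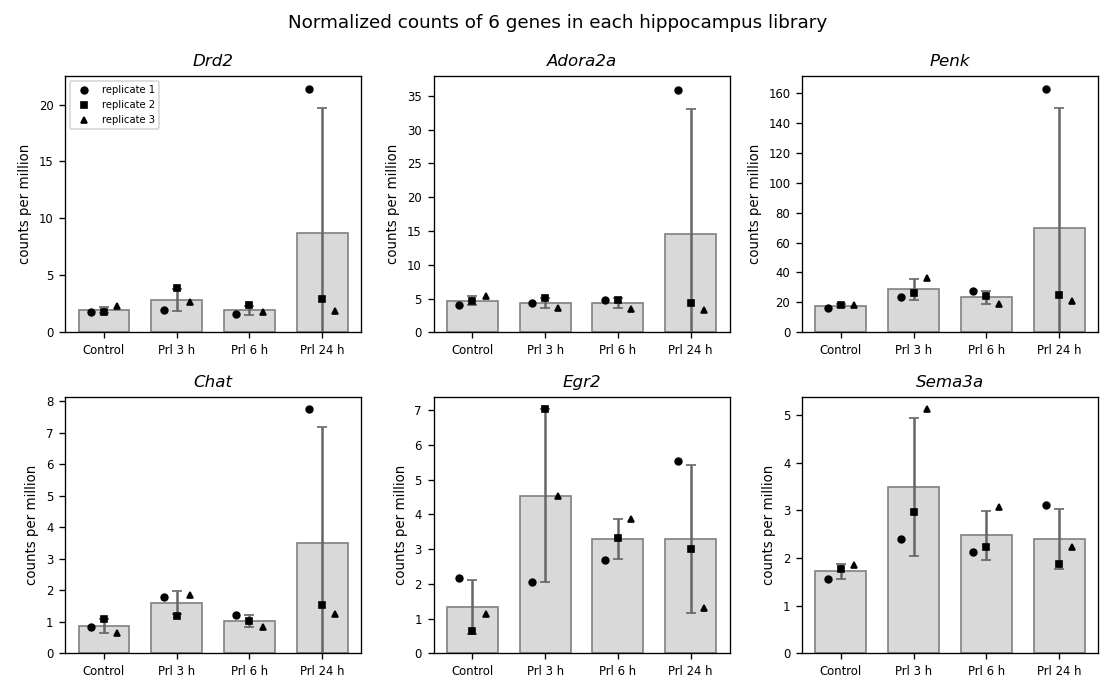
Normalized counts (CPM) of Drd2, Adora2a, Penk, Chat, Egr2 and Sema3a in each library, for the control group and for 3, 6 and 24 h of Prl treatment; bars are means of 3 animals, lines are 1 SD, drawn no lower than 0, and symbols are single animals. The first animal of the 24 h group lies above all others for Drd2, Adora2a, Penk and Chat, with 163 CPM of Penk.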

Gene expression profiles related to brain processes changed throughout the time course of Prl treatment. Interestingly, the majority of genes were induced after 3 h of Prl treatment, which represents a primary response to Prl. In particular, 9 of 17 differentially expressed genes were involved in processes related to the extracellular matrix, differentiation, responses to oxidative stress, neurogenesis, proliferation, and brain and CNS development. However, after 6 h of treatment, we observed a reduction in the number of differentially expressed genes. 

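With a 2-fold difference and no test, 228 genes were higher and 180 lower than in the control group at 3 h, 144 and 138 at 6 h, and 202 and 150 at 24 h. With 1 library left out, the higher genes numbered up to 392 at 3 h, 326 at 6 h and 373 at 24 h. The lower ones numbered up to 345, 354 and 466. The totals rose whichever library was left out, so the rise does not show a dependence on particular animals. Among the genes of Fig. 1D, 34 were at least 2-fold higher and 12 lower at 3 h, 10 and 5 at 6 h, and 23 and 7 at 24 h. The difference between time points was tested directly with edgeR's quasi-likelihood test. Both thresholds were passed by 0 genes for 6 h against 3 h, 24 h against 3 h or 24 h against 6 h, while 719, 870 and 978 genes had an unadjusted p under 0.05. With edgeR's exact test 23, 6 and 7 genes passed, and with the fold threshold and no test 264, 278 and 318.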

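At 3 h, 17 of the 19 genes of Fig. 1D in the extracellular matrix, 16 of the 18 in differentiation and 13 of the 16 in responses to stress and oxidative stress differed at least 2-fold from the control group. The same was found for 13 of the 17 genes in neurogenesis, 9 of the 13 in proliferation and 10 of the 15 in brain and CNS development. Here and at 6 and 24 h, such counts take no test and cover genes chosen on these libraries. Both genes under Ogn are counted against a single listed symbol. The counts at 3 h also rest in part on a single library. Without the third 3 h library, the log2 fold changes of Col1a1, Col1a2, Fmod, Ptgds and Aldh1a2 were 0.48, 0.66, 0.08, 0.35 and 0.24.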

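Of the entries in the copy of Supplementary Table S2 used here, 49 are for 6 h, and all 49 differed at least 2-fold in the direction of the table. An unadjusted p under 0.05 in edgeR's quasi-likelihood test was found for 38 of them. These entries too were chosen on the same libraries, so their direction and size are not independent evidence. Leaving out 1 library of the control or 6 h group took between 4 and 16 of the 49 below a 2-fold difference, the largest number without the third control library. At an unadjusted p under 0.05 with a 2-fold difference, 70 genes were higher and 78 lower at 6 h, 148 in all. The simulated data sets without any Prl effect gave a median of 150 such genes for the comparison at 3 h (137 to 161). The number at 6 h is therefore no sign of a Prl effect.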

The genes induced at this time point were related to brain and CNS development, axonal and synaptic transmission, learning and memory, and the extracellular matrix, and no more than four genes were involved in each process. 

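At 6 h, 2 of the 15 genes of Fig. 1D in brain and CNS development, 1 of the 14 in axons and synaptic transmission, 3 of the 13 in learning and memory and 3 of the 19 in the extracellular matrix differed at least 2-fold from the control group.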

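At 24 h of Prl treatment, 9 of the 13 genes of Fig. 1D in learning and memory, 10 of the 17 in homeostasis, 8 of the 15 in brain and CNS development and 8 of the 11 in behaviour differed at least 2-fold from the control group. The copy of Supplementary Table S2 used here holds 66 entries for 24 h, of which 66 had the direction of the table, 65 differed at least 2-fold and 49 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Being chosen on the same libraries, the entries are not independent evidence here either. Without the first library of the 24 h group, 35 of these 65 were no longer 2-fold different, against 2 to 14 when another library of the 24 h or control group was left out.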

Finally, after 24 h of Prl treatment, the most represented processes were learning and memory, homeostasis, brain and CNS development, and behaviour, and more than 8 genes were included for each process (Supplementary Table S4).

Since many differentially expressed genes were associated with several brain functions, the obtained results by RNASeq were validated for genes related to specific brain processes using RT-qPCR (Fig. 2 and Supplementary Tables S5, S6). The RT-qPCR analysis revealed the accuracy of the results obtained by RNASeq, and the expression results assessed by RT-qPCR are summarized in Fig. 2 and Supplementary Table S5.

**Figure 2:**
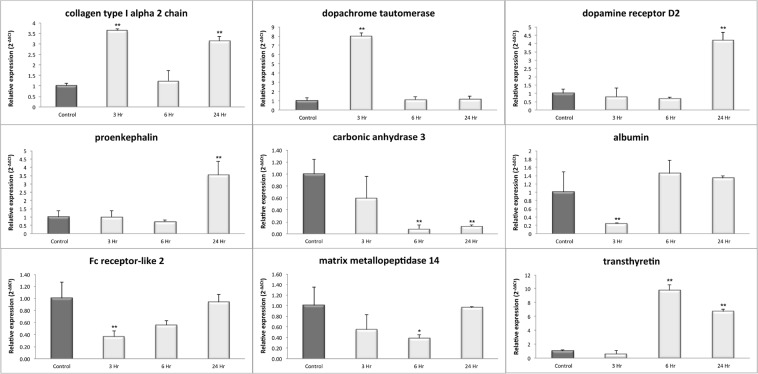
Validation of gene expression induced by Prl. RT-qPCR was used to validate nine genes with a Fc >2 by RNASeq analysis. Total RNA obtained from groups of animals treated with Prl (500 µg/kg) in a time course experiment for 3, 6 or 24 h or a control group (NaCl_2_, 0.9%) was used for RT-qPCR. RNA of the internal control gene *Hprt* was used to calculate the relative expression of each gene according to the 2^−ΔΔCt^ mathematic method. The light grey bars represent PRL treatment at 3, 6 and 24 h. The dark grey bars represent the expression control. The values are presented the mean ± SD, n = 3. *p < 0.05 vs. control; **p < 0.01 vs. control (paired t-test).

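The RT-qPCR measurements were not analysed here, and the values are those of the RNA-seq libraries. Dct (gene identifier 290484) rose at 3 h from 0.23 ± 0.11 to 1.76 ± 0.15 CPM (SD, n = 3), a log2 fold change of 2.92 (standard error 0.59, adjusted p = 0.237 in edgeR's quasi-likelihood test), at counts of 3 to 52 per library. Fcrl2 (gene identifier 310694) fell at 3 h from 6.84 ± 2.16 to 2.21 ± 0.70, a log2 fold change of -1.63 (standard error 0.31, adjusted p = 0.237 in edgeR). Mmp14 (gene identifier 81707) fell at 6 h from 9.13 ± 3.36 to 3.24 ± 0.96, a log2 fold change of -1.49 (standard error 0.32, adjusted p = 0.579 in edgeR). In each of the 3 genes all Prl animals lay on 1 side of all control animals, and each passed both thresholds with DESeq2 and with edgeR's exact test. Alb (gene identifier 24186) had 0.89, 5.85 and 5.95 CPM in the control animals and 0.94 ± 0.30 at 3 h, a log2 fold change of -2.16 (standard error 0.72), with the first control animal inside the range of the Prl animals. Col1a2 (gene identifier 84352) had 4.95, 6.31 and 31.6 CPM at 3 h and 17.8, 5.34 and 5.39 at 24 h, against 3.55 ± 0.11 in the control group. Its log2 fold change was 2.00 at 3 h (standard error 0.64) and 0.66 without the third library of that group, and 1.41 at 24 h (standard error 0.64) and 0.60 without the first library of that group. Alb and Col1a2 passed both thresholds at 3 h with edgeR's exact test. Hprt1, the internal control of the RT-qPCR, had log2 fold changes of -0.12, -0.02 and -0.25 at 3, 6 and 24 h (standard error 0.17 at each), which with 1 library left out lay between -0.42 and 0.07.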

Using GO data only for genes related to brain processes, we performed a correlation analysis between cell functions and gene expression (Fig. 3A), and a gene functional network was constructed (Fig. 3B). As observed in Fig. 3B, the most enriched network processes were those related to neurogenesis, differentiation, and CNS and brain development (blue lines); neurotrophic factors, the sleep–wake cycle, learning and memory, behaviour and microglia (cyan lines); facial nerve structural organization, axogenesis, and axonal and synaptic transmission (pink lines); and symmetric synapse, neuropeptide signalling and dendrite-related pathways (purple lines). Interestingly, this functional network in the hippocampus revealed that Prl induced genes related to sleep–wake cycle regulation, glial functions, myelination, and neuronal differentiation, which have previously been reported in other brain areas^3^. On the other hand, other processes, such as glial differentiation, axogenesis, synaptic transmission, postsynaptic potential, facial nerve structural organization, and neuronal and glial migration, amongst others, are new processes associated with Prl effects in the hippocampus.

**Figure 3:**
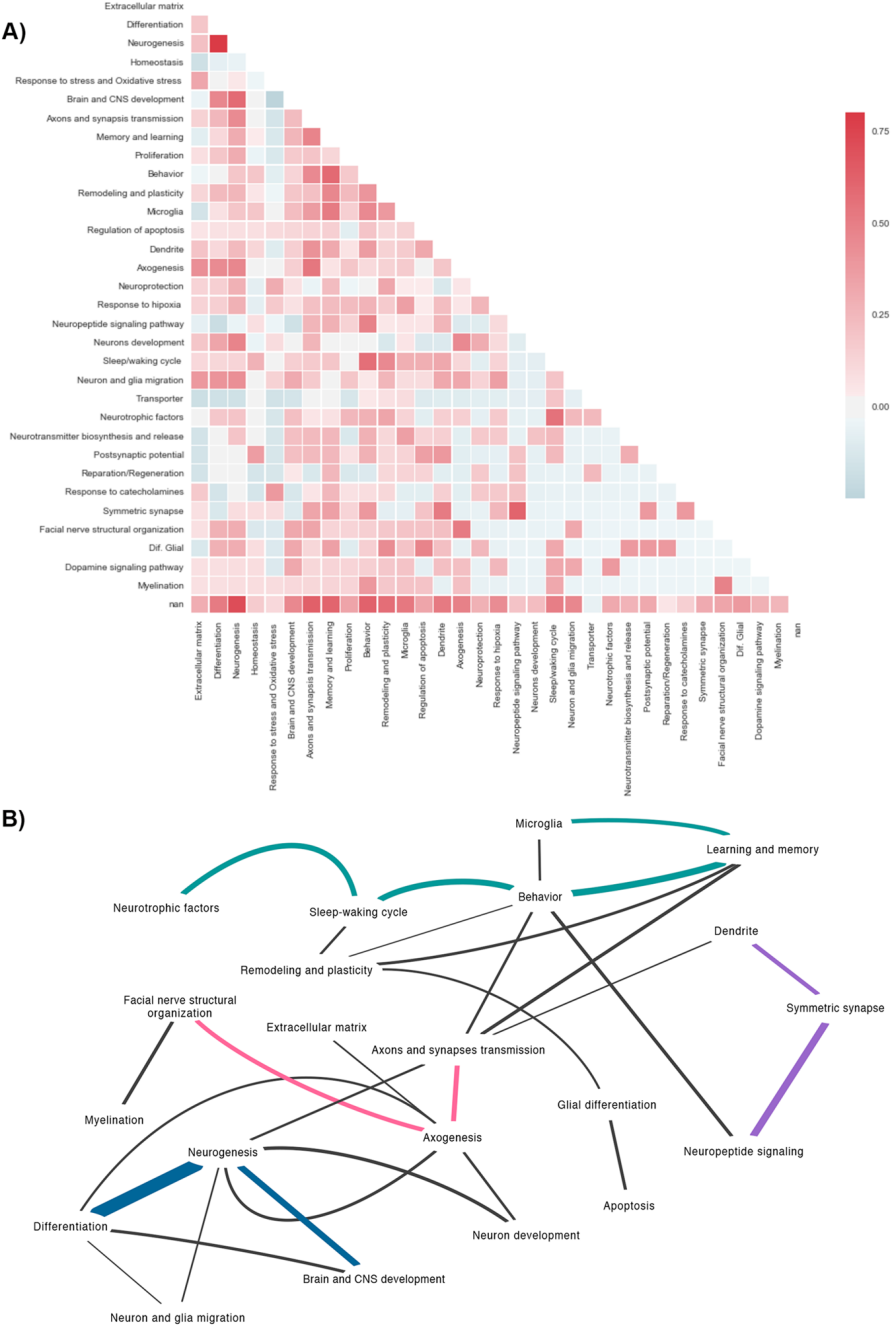
Correlation of Prl-induced gene expression associated with brain processes. Pearson correlation analysis between Prl-induced gene expression and induced functions was performed using Python 3.5 packages (matplotlib, numpy, matplotlib.pyplot, pandas networkx, and seaborn) and Cytoscape 3.6.1. (**A**) Heatmap of correlated functions. The strongest positive correlations and the strongest negative correlations between gene expression and brain processes are shown in red and blue, respectively. (**B**) A correlation network of main brain processes and genes is depicted. Main brain processes related to clusters of genes are shown in pink, cyan, blue and purple; the line thickness is proportional to the number of genes that are interacting.

A representative element network analysis that includes a summary of relations between genes and brain processes regulated by Prl is depicted in Supplementary Fig. S7. Importantly, as observed in this Figure, six genes (*Drd2, Sema3a, Egr2, Chat, Penk and Adora2a*) were involved in ten or more processes regulated by Prl. In this analysis, ten brain processes were highly regulated by Prl, represented by more than ten genes. These genes are related to behaviour, learning, memory and neurogenesis, which are classic hippocampal functions. However, other processes observed in this study, such as brain and CNS development, differentiation, remodelling and plasticity, have not been previously associated with Prl actions in the hippocampus.

### Immunodetection analysis indicates that Prl modified the expression of microglia and neuronal proteins involved in hippocampal plasticity

To explore the effect of Prl treatment on hippocampal processes such as those related to microglia, axons and synaptic transmission that were observed in our GO and network analysis, we selected proteins related to these functions. First, to determine the effect of Prl treatment on hippocampal microglia, we performed immunodetection of Cd11b/c, a b-integrin marker of microglial cells, in hippocampal tissue (the relations of this gene with other genes detected in our transcriptomic analysis are depicted in Supplementary Table S8). As shown in Fig. 4A, prolactin treatment had a notable effect on microglial cells of all hippocampal areas (CA1 and CA3). Cd11b/c expression was significantly decreased in the prolactin group compared to the control group, and the microglial projections were thinner (see inset in Fig. 4A). The analysis of cell immunolabelling density (area coverage, intensity of protein expression and number of particles expressing the protein) showed significant decreases in Prl-treated animals compared to control animals (Fig. 4B–D, bar graphs).

**Figure 4:**
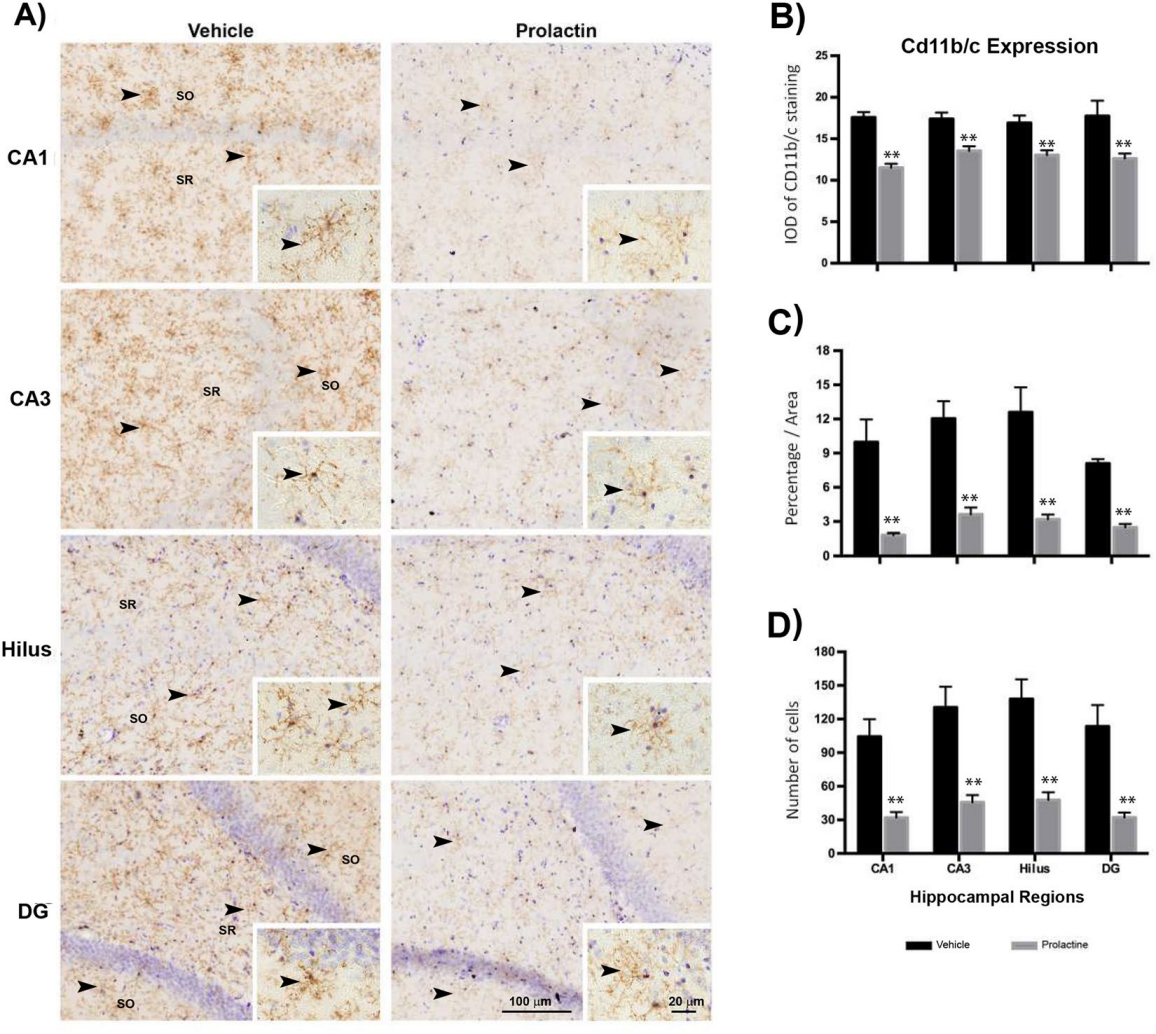
Prolactin induces attenuation of microglial activation in the hippocampus. Immunohistochemistry for Cd11b/c was performed in the hippocampus. (**A**) Immunostaining of Cd11b/c in hippocampal subfields (CA1, CA3, hilus and DG) from animals treated with vehicle and Prl is shown with details of microglial morphology (inset). Quantitative analyses of (**B**) Cd11b/c expression, (**C**) the areas covered by microglia, and (**D**) the numbers of particles expressing Cd11b/c in each hippocampal region are also shown. Significant differences were lower than p ≤ 0.001 by t-test (**). Scale bars = 100 µM and 20 µM.

Moreover, the expression of neuronal proteins, such as Tau, Map2 and Synaptophysin (Syp), was assessed (these proteins were also related to many genes induced in our transcriptomic analysis, as shown in Supplementary Table S8). Tau and Map2 are mainly involved in microtubule stability and cargo transport, while Syp is related to synaptic functions. Tau expression presented a significant increase in CA1 in neuronal somas, and its expression had greater intensity and area in neuronal projections of Prl-treated animals than in those of vehicle-treated animals (Fig. 5A,C,D). However, in CA3, this protein was localized in neuronal somas but was mainly localized in neuronal projections to the SR and was redistributed after PRL treatment, localizing with more intensity near the projections of neuronal somas (Fig. 5A). Interestingly, Map2 expression was localized in the projections of the stratum pyramidale, and no differences in intensity were detected between treatments; however, in CA1, the area covered was increased in the Prl group compared to the control group (Fig. 5B–D).

**Figure 5:**
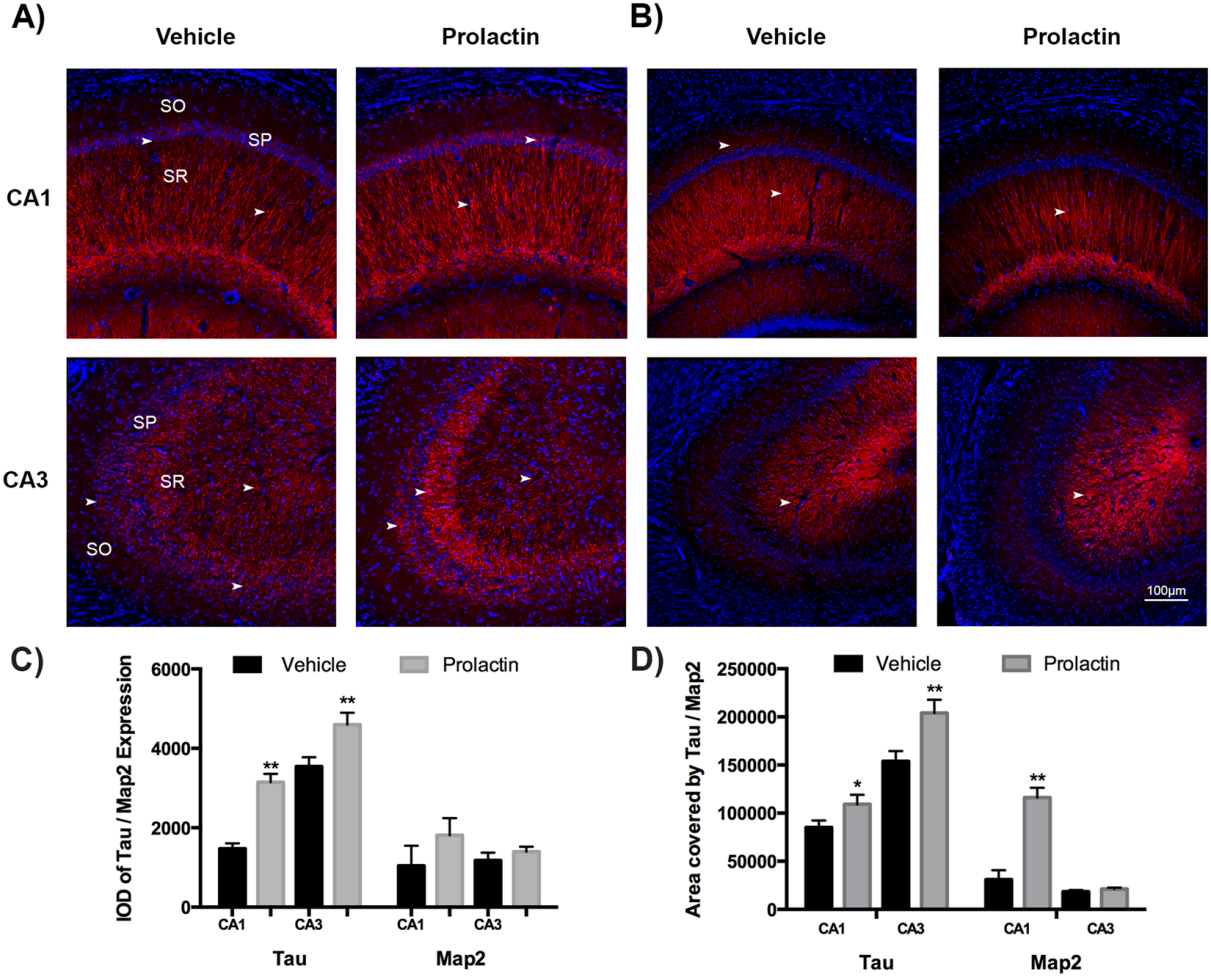
Prolactin treatment modifies the cellular location and content of Tau and Map2 proteins in the hippocampus. Immunohistochemistry against total Tau and Map2 proteins in hippocampal tissues was performed. (**A**) Tau protein detection in hippocampal subfields (CA1 and CA3) in animals treated with vehicle compared with those treated with Prl. Changes in SO and SR were detected. (**B**) Map2 protein detection in the hippocampus. Major changes were detected in the somas of pyramidal cells (stratum oriens: SO, stratum pyramidale: SP, and stratum radiatum: SR). Nuclei were counterstained with DAPI (blue). Scale bar = 100 µM.

Figure 6A–C depicts Syp expression and quantitation. As observed, Syp expression in CA1 was almost absent in control animals, while Syp expression in the same region was slightly but not significantly increased in Prl-treated animals. In addition, in the CA3 region, a significant and marked increase in Syp expression was observed in PRL-treated animals compared with control animals that was localized in neuronal projections, mainly in the SR.

**Figure 6:**
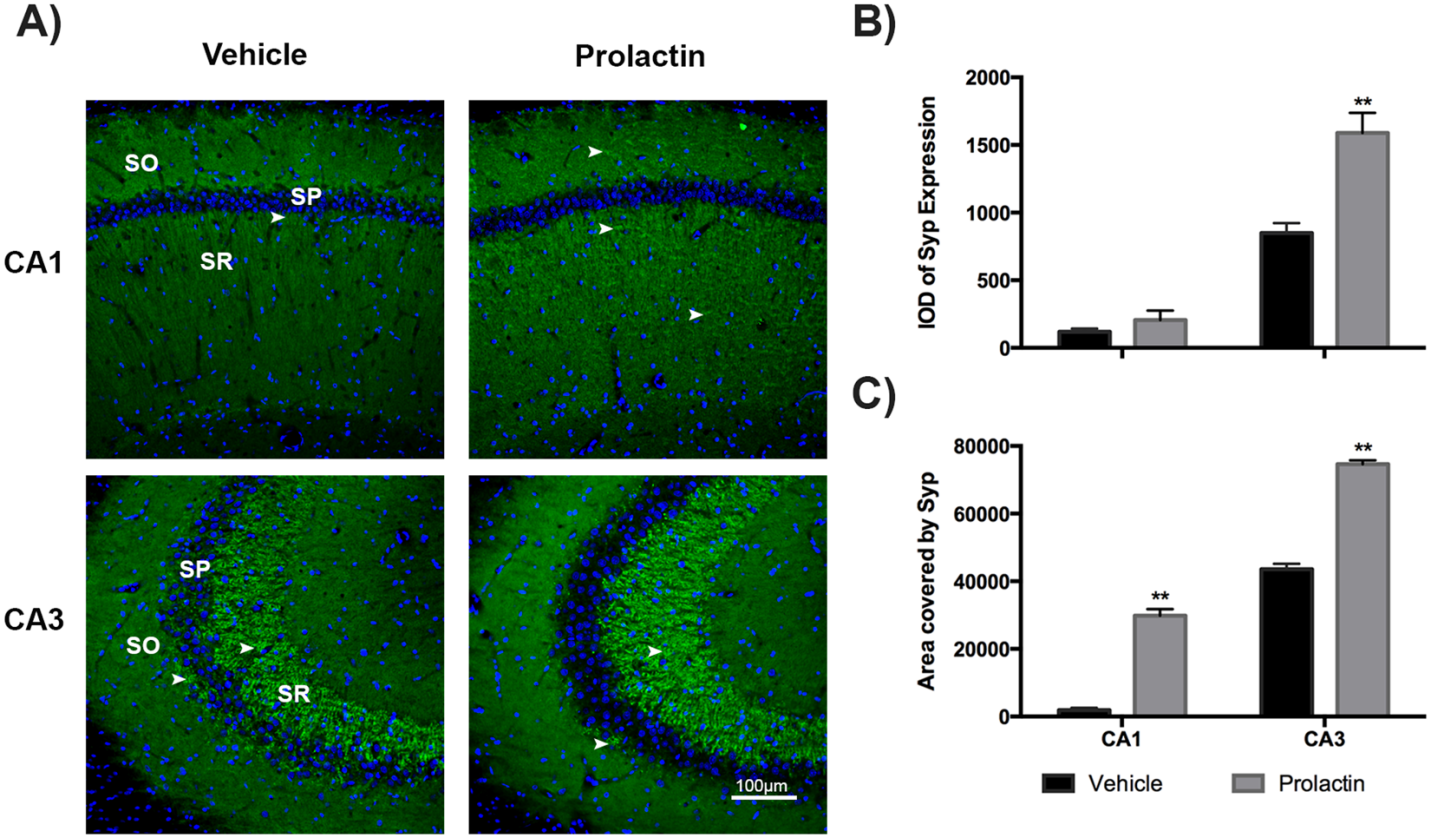
Prolactin treatment modifies the cellular location and expression of Syp protein in the hippocampus. Immunohistochemistry against total Syp protein in hippocampal tissues was performed. (**A**) Syp protein detection in hippocampus subfields (CA1 and CA3) in animals treated with vehicle compared with those treated with Prl (stratum oriens: SO, stratum pyramidale: SP, and stratum radiatum: SR). Nuclei were counterstained with DAPI (blue). Scale bar = 100 µM.

## Discussion

The expression of the *Prl* gene and the Prl receptor (PrlR) have been described in different brain areas. Although PrlR protein has been found in the brain, the details of Prl protein expression are still controversial^3^. Furthermore, the effects of Prl on mental processes and behaviour in mammals, including humans, have been largely recognized. However, to the best of our knowledge, there is no information about Prl effects at the transcriptional level in the brain, particularly in the hippocampus.

The results of the current study indicate that Prl administration induces transcriptional activity in the hippocampi of OVX female rats. Prl effects at the transcriptional level were analysed in a time course experiment throughout 24 h after Prl administration. Among the time periods, the greatest number of differentially expressed genes was observed after 3 h of Prl treatment, and the differentially expressed genes were related to restructuring, remodelling, proliferation and neuronal development processes, indicating neuronal plasticity. Furthermore, after six hours of treatment, the processes in which Prl was involved were related to cognitive functions, synapses and neuronal development. In addition, 24 h after Prl administration, the activated processes were related mainly to mental functions such as learning, memory and behaviour, indicating a possible sequential role of Prl regulation in hippocampal processes and functions; furthermore, it is notable that PRL principally exerted a primary transcriptional effect followed by a secondary transcriptional response. Indeed, of all the genes that were differentially expressed throughout the 24 h period after Prl treatment, 37.65% were related to brain processes (Fig. 1 and Supplementary Fig. S3). Importantly, to explore the brain processes activated by Prl, we studied the expression of proteins related to microglia and neuronal plasticity. Interestingly, treatment with Prl modified the expression and location of the microglial activation protein Cd11b/c as well as neuronal proteins such as Tau, Map2 and Syp, all of which are involved in neuronal plasticity.

Although Prl was discovered at the beginning of the last century, there is little information on the molecular mechanisms through which Prl regulates neuronal functions. It is known that Prl regulates specific neuronal circuits and participates in many brain functions, including maternal behaviour, energy balance and food intake, sleep, anxiety, neurogenesis, and migraine and pain, among others^11,14,25–30^. A recent review by Patil and coworkers^16^ highlighted the effects of Prl in neuron excitability, describing the critical effects of this hormone on membrane receptor potential thresholds and/or neurotransmission efficiency. The authors concluded that the action of Prl in neurons is mainly exerted through regulation of neuronal excitability and channels, such as TRPV1, TRPA1, and TRPM8^16^. However, the precise gene expression changes associated with these important functions have not been explored. Our results provide the molecular basis for defining the functional impact of Prl in the hippocampus.

In this study, transcriptomic analyses indicated that Prl induces the expression of different sets of genes involved in brain processes related to learning, behaviour, memory, neuroprotection, neurodevelopment, neurogenesis, remodelling, plasticity, and sleep/waking regulation, among others (Figs 1, 3). These processes have been previously found to be related to Prl functions in this brain area^3^. Furthermore, the data analyses indicated that other important processes, such as glial differentiation, axogenesis, synaptic transmission, postsynaptic potential, facial nerve structural organization, and neuronal and glial migration, might also be regulated by Prl in the hippocampus (Fig. 3, Supplementary Fig. S7).

We were able to detect six genes induced by Prl (*Drd2, Sema3A, Egr2, Chat, Penk* and *Adora2a*), and importantly, each of these genes was associated with the regulation of more than ten brain functions and processes (Fig. 3, Supplementary Fig. S7) related to axons as well as synaptic transmission and microglial regulation. Considering the characteristics of these genes, we think that these genes may play major roles in hippocampal functions and that they deserve to be further studied.

Other genes, such *Ador2a, Car3, Chat, Drd2, Egr2, Hif3a, Notch, Penk, Tac1* and *Ttr*, which were also differentially expressed after Prl treatment, are involved in maintaining microglial functions. 

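Hif3a (gene identifier 64345) rose from 0.74 ± 0.16 CPM (SD, n = 3) in the control group to 2.78 ± 1.11 at 3 h and 2.35 ± 0.23 at 6 h of Prl treatment, log2 fold changes of 1.92 and 1.67 (standard error 0.44 at both, adjusted p = 0.343 and 0.761 in edgeR's quasi-likelihood test). It passed both thresholds with edgeR's exact test at both times and with DESeq2 at 3 h. At 3 h, 5 of 5 other genes of the glucocorticoid response were higher too. Ttr (gene identifier 24856) had 50.5, 14.4 and 4.99 CPM at 6 h and 59.6, 1.26 and 7.65 at 24 h, against 2.92 ± 0.85 in the control group. Its log2 fold change was 3.01 at 6 h (standard error 1.12) and 1.72 without the first library of the 6 h group. At 24 h it was 2.97 (standard error 1.12) and 0.69 without the first library of the 24 h group. Across the 12 libraries Ttr rose with 6 other choroid plexus genes (Spearman rho 0.797, permutation p = 0.00297; Pearson r 0.800, permutation p = 0.00178; r 0.66 without the 2 libraries farthest from the median). Car3 (gene identifier 54232) had 3.19, 22.6 and 20.9 CPM in the control animals, 2.35 ± 0.26 at 6 h and 4.38 ± 3.75 at 24 h, log2 fold changes of -2.72 and -1.79 (standard error 0.89 and 0.85), the latter -2.81 without the third library of the 24 h group. Ttr and Car3 passed both thresholds at 6 h with edgeR's exact test. Tac1 (gene identifier 24806) had 15.5, 2.52 and 3.02 CPM at 24 h against 3.32 ± 0.54 in the control group, a log2 fold change of 1.06 (standard error 0.52) that became -0.26 without the first library of the 24 h group. Across Notch1, Notch2 and Notch3 the log2 fold changes lay between -0.39 and -0.06 over the 3 time points, and for Notch4 between 0.39 and 0.48. Notch3 reached -0.63 at 6 h without the second 6 h library, and without the first 24 h library Notch2 reversed at 24 h, to 0.03, and Notch4 was 0.18. Without the first control library Notch2 reversed at 3 h, to 0.02.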

Interestingly, these genes have been reported to be altered in neuroinflammation, neurodegenerative diseases, and psychiatric disorders^31–39^. It is possible that genes related to microglial functions induced by Prl might play roles in neuro-immunomodulation in the hippocampus or in preventing neuronal cell damage. This idea is consistent with previous reports that Prl confers neuroprotection in excitotoxicity models^3,17,18,40^. It is important to note that microglia have been related to either neurodegenerative or neuroprotective processes depending on their activation state. Whether prolactin neuroprotection is a consequence of direct effects of Prl on microglial cells or to Prl-mediated inhibition of a non-classic excitotoxicity pathway has yet to be elucidated.

In this regard, our results demonstrated that Prl modified microglial activation after 24 h of Prl treatment, which was shown by a significant decrease in the expression of the Cd11b/c marker (Fig. 4). This observation supports and extends the idea that Prl may modulate microglial functions, which was previously reported by Möderscheim *et al*. in a study indicating that Prl is primarily involved in a gliogenic response during recovery from cerebral injury^41^. Many other functions of glial cells have been reported; for example, microglia engulf and remodel developing and mature synapses^32^. Moreover, microglia contribute to good connectivity during normal assembly of brain circuits^34^. Considering that the Prl receptor is present in primary cell cultures of hippocampal neurons^20^, it is important to determine whether Prl may participate in these processes during hippocampal development and in the adult brain.

Furthermore, it has been widely reported that microglia play important roles in several physiological processes not related to pathological conditions, such as axogenesis, neurogenesis and synaptogenesis; these processes are also affected by Prl^42^. Further studies are required to establish whether microglial activation, as well as morphological changes in microglia, are related to the neuroprotective effect induced by prolactin. In another study, long after rats were ovariectomized, Prl binding sites and serum prolactin levels were found to be reduced in many brain areas^43^; in addition, long-term ovariectomy causes cognitive dysfunction associated with neurogenesis, synaptic plasticity and immune modulation and also induces changes in the hippocampal transcriptome^44^. In our study, we showed that prolactin treatment in short-term ovariectomized rats reduced microglial activation and caused morphological changes in microglial cells (Fig. 4), which may be related to microglial functional recovery. However, more investigation will be required to explore this effect.

On the other hand, it has been reported that upregulation of the adenosine A2A receptor protein (Adora2a) in neurons is associated with synaptic impairment^45^. Interestingly, increased Adora2a gene expression has been associated with neurogenesis and hippocampal volume in Alzheimer patients^46^, which is a very interesting finding that should be further explored.

The remarkable modification of gene expression induced by Prl related to hippocampal processes led us to evaluate proteins involved in some of these brain processes. We performed a series of experiments to detect changes in neuronal proteins, such as Tau and Map2, that are involved in axonal transport and synaptic plasticity. After Prl treatment, these proteins showed marked changes in their expression and localization (Fig. 5). These neuronal proteins have been largely recognized as modulators of neuronal plasticity, thus suggesting that Prl has an effect in neuronal plasticity. We also evaluated a neuronal protein involved in synaptic transmission, Syp. Indeed, Prl treatment also markedly modified the expression and neuronal localization of this protein, as shown in Fig. 6. Thus, the changes observed in this protein, namely, increased expression and changes in cellular localization after Prl treatment, suggest that this protein plays a role in the modulation of synaptic function and reinforces the idea that this may be a Prl function in the hippocampus. This proposal is consistent with our recent report, which revealed that Prl induced an increase in the expression of vesicular glutamate transporter 1 in the hippocampus concomitantly with an increase in the expression of PrlR^47^. However, the possible effects of Prl on excitatory and inhibitory synaptic transmission require further investigation.

On the other hand, hippocampus-dependent plasticity has been shown to be related to genes such as *Drd2*, which plays a major role in the regulation of hippocampal learning and memory^48^ as a modulator of microglial function during neuroinflammation^49^ and in preventing damage by reducing inflammation^50^. Interestingly, *Drd2* gene expression was highly regulated by Prl in this study. Furthermore, other differentially expressed genes regulated by Prl, such as Ntsr1, have been shown to contribute to different neuronal functions. 

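For Drd2 the log2 fold change at 3 h was 0.54 (standard error 0.71; 0.23 without the second 3 h library) and at 6 h -0.04 (standard error 0.73). The difference between 24 h and 6 h was 2.18 on the log2 scale (standard error 0.69, adjusted p = 0.838 in edgeR's quasi-likelihood test). Counts of Drd2 lay between 41 and 515 per library, and the highest count was in the first library of the 24 h group. Without that library, the log2 fold changes of Drd2 were 0.28 at 24 h and -0.05 at 6 h.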

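Ntsr1 (gene identifier 366274) rose from 1.75 ± 0.45 CPM (SD, n = 3) in the control group to 3.99 ± 1.40 at 3 h of Prl treatment, a log2 fold change of 1.17 (standard error 0.35, adjusted p = 0.509 in edgeR's quasi-likelihood test). All 3 animals at 3 h lay above all control animals, and the gene passed both thresholds with edgeR's exact test. The log2 fold change was 0.29 at 6 h and 0.80 at 24 h (standard error 0.36 and 0.35), and 0.00 at 6 h without the second 6 h library.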

Ntsr1 plays a role in the induction of long-term potentiation at granular cell synapses^51^. Interestingly, Cbln1 can induce changes in dynamic axonal structure during cerebellar synapse formation^52^. Furthermore, Sema3a regulates neuronal morphogenesis through polarization of dendrite/axon formation in hippocampal neurons in primary cell cultures^53^. Whether these genes induced by Prl in the hippocampus play similar roles in other brain areas is a question that needs to be further explored.

Surprisingly, we found that Prl modulates many genes of the extracellular matrix, which have been reported to prevent ageing^54^. In particular, genes such as *Col1a1 Col1a2, Fmod, Ptgds, and Aldh1a2* are induced by exercise training and have been found to prevent hippocampal ageing in an Alzheimer’s disease model of animals with premature ageing. Remarkably, we found that all of the above genes were induced in the hippocampus by Prl (Fig. 1D and Supplementary Table S2), suggesting a possible important role for Prl in preventing ageing in the hippocampus. However, further studies are required to assess this possibility.

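Col1a1 (gene identifier 29393) had 10.2, 13.5 and 42.4 CPM in the animals at 3 h of Prl treatment, against 8.51 ± 1.60 (SD, n = 3) in the control group, a log2 fold change of 1.37 (standard error 0.51, adjusted p = 0.690 in edgeR's quasi-likelihood test). It passed both thresholds with edgeR's exact test, and without the third library of the 3 h group its log2 fold change was 0.48. In that library Fmod (gene identifier 64507) had 22.0 CPM, against 4.48 and 6.45 in the other animals at 3 h and 5.16 ± 0.19 in the control group. Ptgds (gene identifier 25526) had 507 there, against 131, 175 and 120 ± 22.3, and Aldh1a2 (gene identifier 116676) had 7.39, against 1.63, 2.29 and 1.66 ± 0.28. The log2 fold changes at 3 h were 1.08 for Fmod, 1.17 for Ptgds and 1.18 for Aldh1a2 (standard error 0.45, 0.53 and 0.55), and 0.08, 0.35 and 0.24 without that library. Of 6 meningeal genes that were tested and are absent from the paper's table, 4 were also highest in that library, and Lum and Foxc1 were not. At 24 h the first library had 556 CPM of Ptgds, against 144 and 136 in the other animals, and the log2 fold change was 1.21 (standard error 0.53), and 0.22 without it.

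**Figure D3:**
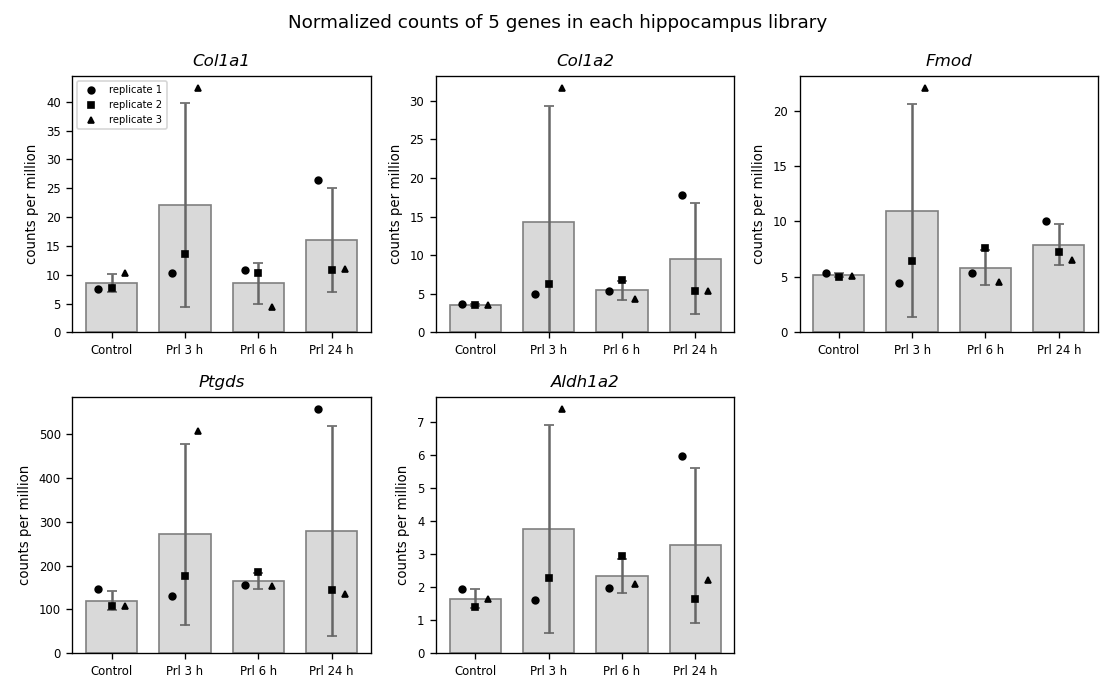
Normalized counts (CPM) of Col1a1, Col1a2, Fmod, Ptgds and Aldh1a2 in each library, for the control group and for 3, 6 and 24 h of Prl treatment; bars are means of 3 animals, lines are 1 SD, drawn no lower than 0, and symbols are single animals. The third animal at 3 h has the highest value in the plots of Col1a1, Col1a2, Fmod and Aldh1a2, and the first animal at 24 h in that of Ptgds, with 556 CPM.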

In addition, some genes found in the current study display many brain functions, such as the Penk gene, which is induced during neuronal excitation in the hippocampus and is involved in neuroprotection against kainic acid in a ketogenic protective diet^55^. This gene is also overexpressed in dopaminergic tuberoinfundibular neurons of pregnant, pseudopregnant, lactating and aged rats, suggesting that this gene is regulated by Prl, as confirmed by the present study^56^. Furthermore, stress increases Prl synthesis, which subsequently induces *Penk* expression in the parvocellular subset of the paraventricular nucleus, suggesting that Prl regulation of Penk expression participates in reducing damage induced by stress^57^. However, the complete function of this gene in the hippocampus requires further elucidation.

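Penk had log2 fold changes of 0.69 at 3 h and 0.40 at 6 h of Prl treatment (standard error 0.58 at both; 0.26 at 6 h without the first 6 h library), with means of 28.7 ± 6.81 and 23.4 ± 4.46 CPM (SD, n = 3), and all 3 animals of each group lay above the control animals. The difference between 24 h and 6 h was 1.57 on the log2 scale (standard error 0.58, adjusted p = 0.838 in edgeR's quasi-likelihood test). Without the first library of the 24 h group, the log2 fold changes of Penk were 0.37 at 24 h and 0.39 at 6 h.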

In the field of psychiatry, the adverse effects of Prl remain under debate. Treatment with psychiatric drugs to manage schizophrenia and depression is frequently associated with hyperprolactinemia (HPL), suggesting the negative effects of Prl in these patients^58,59^. In contrast, in a recent study, it was shown that many patients with a first episode of psychosis presented HPL before treatment and presented elevated rates of HPL over the course of the illness^60^. Further studies are required to determine whether HPL alters brain processes during the course of disease and treatment or whether HPL may be involved in a compensatory mechanism to maintain brain tissue homeostasis in these patients. The finding of this study that Prl seems to fine-tune gene expression regulation in the hippocampus opens up a novel field of research on psychiatric diseases.

In conclusion, the overall results of this study support and extend the idea that Prl is a neuroactive hormone that induces transcriptional effects in several sets of genes that may be involved in several hippocampal functions, including neuronal plasticity.

## Materials and Methods

### Animals

Adult virgin female Wistar rats (250–300 g) were individually housed under a controlled temperature and photoperiod (12:12 h light:dark cycle, lights on at 06:00), with food and water available *ad libitum*. To produce ovariectomized (OVX) rats, the ovaries were surgically removed under anaesthesia (0.2 ml/100 g of body weight, intraperitoneal administration of a cocktail of 87.5 mg/kg ketamine and 12.5 mg/kg xylazine, Cheminova de México, México), and Prl treatment was started 2 weeks after surgery. Three rats from each group were randomly assigned to each of four groups: the vehicle group, the Prl 3 group, the Prl 6 group, and the Prl 24 h group. The Institutional Animal Care and Use Committees of the School of Chemistry at the National Autonomous University of Mexico approved all experimental protocols. The animals were handled in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and the Official Mexican Guide of the Ministry of Agriculture (SAGARPA NOM-062-Z00-1999) published in 2001. All efforts were made to minimize suffering and the number of animals used.

### Treatments

OVX rats were treated once, intraperitoneally, with a single dose of Prl from the sheep pituitary (Sigma-Aldrich, L6520) (500 µg/kg in 100 µl of 0.9% sterile saline solution) or with a control solution (100 µl of 0.9% sterile saline solution). The groups were as follows: one control group treated with vehicle and three Prl groups treated for 3, 6 and 24 h.

### RNA extraction

For RNA extraction, the hippocampi were dissected from the animals. Total RNA was extracted with an RNeasy Plus Mini Kit Qiagen (Qiagen, 74004) following the manufacturer’s instructions. The RNA was quantified, and the integrity was assessed with both a NanoDrop (model ND-1000) and an Agilent 2100 Bioanalyzer prior to library preparation.

### RNASeq

Total RNA (2 µg) was used for library preparation, according to the manual of the TruSeq Stranded mRNA Library Prep Kit (Illumina, 20020595). Libraries with fragments of 250–450 bp were sequenced as 76 base pair paired-end reads by the Unidad Universitaria de Secuenciación Masiva y Bioinformática (UNAM) using a NextSeq. 500 platform (Illumina). A total of 365,050,464 reads and a mean of 30.4 million reads (2 × 76 bp paired-end reads) were obtained for the total RNA from each hippocampus sample.

### Data analysis

The sequence output in FastQ format was screened for quality using FastQC software provided by Babraham Bioinformatics (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and alignment was carried out with the rat genome downloaded from NCBI (GCF_000001895.5_Rnor_6.0_genomic.fna.gz) using the Smalt program with its default values. For all the samples, coverage calculation by gene was carried out with the BamTools BED coverage tool using the NCBI GFF file GCF_000001895.5_Rnor_6.0_genomic.gff.gz, and an alignment exceeding 93% was obtained after filtering for only genes. The matrix result was introduced into IDEAmex (http://zazil.ibt.unam.mx/ideamex), and NOISeq, DESeq, EdgeR and DESeq. 2 were for differential expression analysis using an FDR (false discovery rate) of 0.05 and a log2(fold change) of 1. Genes with differential expression ≥2-fold or ≤2-fold were included in the analysis.

Correlations and networks were analysed with Pearson correlation analysis between Prl-induced gene expression and gene functions using Python 3.5 packages (matplotlib, numpy, matplotlib.pyplot, pandas networkx, and seaborn) and Cytoscape 3.6.1.

### Functional clustering

To perform functional annotation clustering, the gene IDs for the differentially expressed genes (both upregulated and downregulated) were uploaded into the DAVID v6.7^61^; the gene IDs used were the official names converted to symbols, which are compatible with the DAVID.

### RT-qPCR

Validation was performed to verify the expression of selected genes, the RNA used for RNASeq. The genes subjected to validation were Ttr, Drd2, Car3, Gfral, Col1a2, Dct, Mmp14, Egr2 and Fcrl2. The RNA was quantified on a NanoDrop ND-1000 (Thermo Scientific, USA), and cDNA was reverse-transcribed using a Reverse Aid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) according to the manufacturer’s instructions with polyT primers. RT-qPCR was performed using TaqMan® Fast Universal PCR Master Mix (Applied Biosystems) under the following conditions: 95 °C for 20 s followed by 40 cycles of 95 °C for 1 s and 60 °C for 20 s. RT-qPCR was performed using a StepOne Plus Real Time PCR system (Applied Biosystems, USA). All run results were normalized to the *Hprt* control for analysis. Sequence Detection Software 1.3 (Applied Biosystems) was used for data analysis. The comparative CT method (2^−ΔΔCT^) was used to calculate the relative changes in target gene expression. The average and standard deviation of 2^−ΔΔCT^ were calculated for the three independent experiments. Applied Biosystems supplied the probes for all genes. All assays were purchased from Applied Biosystems (see additional file Supplementary Table S6 for the primer sequences and amplicon lengths).

### Transcardial perfusion fixation of the CNS

For tissue extraction, rats were anaesthetized with pentobarbital (Sigma-Aldrich, St. Louis, MO) and perfused transcardially with 250 ml of PBS (0.1 M; pH 7.4) followed by 250 ml of 4% paraformaldehyde in PBS (pH 9.5, 10 °C). The brains were removed, post-fixed in the same fixative overnight and cryoprotected with 20% sucrose for 2–3 days at 4 °C. Coronal sections (30 μM) were cut through the dorsal hippocampus on a freezing microtome, and the serial cuts were collected and stored in cryoprotectant solution (30% ethylene glycol and 30% glycerol in PBS) at −20 °C. Three tissue sections were employed for each round of staining. Before performing all procedures, free-floating tissues were rinsed three times over a period of 10 min in PBS buffer.

### Immunohistochemistry

Immunoreactivity for Cd11b/c (Abcam, ab1211) was detected using a conventional avidin–biotin–immunoperoxidase technique^62^. The tissues were labelled with a cell type-specific monoclonal mouse antibody against Cd11b/c (1:500). Floating tissues were treated with 3% hydrogen peroxide for 10 min to quench endogenous peroxidase activity, rinsed three times in PBS and then incubated in 1.0% sodium borohydride for 6 to 8 min to reduce free aldehydes. The tissues were then incubated with blocking solution (5% BSA, 2% goat or rabbit serum, 1% Triton X-100 in PBS) for 1 h to decrease non-specific labelling. The tissues were later incubated with primary antibodies at room temperature overnight. After washing, the primary antibodies were detected with a biotinylated secondary antibody (1:1000; Santa Cruz Biotechnology, CA) and an avidin/biotin system (VECTASTAIN Elite ABC kit, Vector Laboratories, Burlingame, CA). Images were collected with an Olympus microscope and analysed using ImageJ free software.

### Immunofluorescence

Labelling for Syp, Map2 and Tau proteins was performed on free-floating brain tissues. The tissues were treated with 0.1% sodium citrate at 4 °C for 30 min, incubated in 0.1% Triton X-100 in PBS for 30 min at room temperature and blocked with blocking solution (5% bovine serum albumin, 2% normal goat serum, 0.1% Triton X-100 and 0.05% Tween 20 in PBS) for 1 h before incubation with the primary antibodies. The tissues were incubated overnight with monoclonal mouse anti-Syp (1:500; Santa Cruz Biotechnology SC-123737), mouse anti-Map2 (1:500; Santa Cruz Biotechnology SC-51669) and mouse anti-Tau (1:1000; Cell Signaling 4019) antibodies in 50% blocking solution with PBS. The tissues were rinsed three times in PBS for 10 min each and incubated in the dark with Alexa 647-conjugated anti-mouse IgG (1:500, Thermo Fisher Scientific) secondary antibodies for 1 h. After washing, the nuclei were stained for 5 min in a 1 µL/mL 6-diamidino-2-phenylindole-dihydrochloride (DAPI) solution (Boehringer Mannheim GmbH, Mannheim, Germany), and the tissues were coverslipped with fluorescence mounting medium (DAKO, Santa Clara, CA, USA). The control tissues were treated in the same way but without the primary antibodies. Images were collected with a Nikon confocal microscope.

### Statistical analysis

All numerical data are expressed as the mean ± SD and were calculated from three independent experiments. Statistical analysis of each data series was performed using one-way analysis of variance (ANOVA) followed by a post hoc analysis with a Newman-Keuls test and paired T-tests using Graph Prism 7 (GraphPad Software, Inc., La Jolla, CA, USA). A p-value ≤ 0.05 was considered to indicate a significant difference. To rank the abundance (enrichment) of genes and functional clusters, an enrichment score was calculated as the geometric mean of all the enrichment p-values for each annotation term associated with the gene in the brain functions^63^. Higher enrichment scores were indicative of a greater response of the gene members to the specific treatment, and in the case of functional clusters, a cut-off of 1.3 was used, as recommended by Huang *et al*.^61^. The p-value was determined using a modified Fisher’s exact test with a default cut-off of 0.1. Smaller p-values indicated greater significance of the enrichment of individual gene terms.

## Supplementary information

Table S1, Table S2, Table S4, Table S5, Table S6, Table S8

Figure S3, Figure S7

## Data Availability

Accession number: GSE119435.

# Supplementary material for: Transcriptomic analysis reveals new hippocampal gene networks induced by prolactin
**Source:** Sci Rep. 2019 Sep 24;9:13765. doi: 10.1038/s41598-019-50228-7
**Supplement:** Supplementary file 2 — Figure S3, Figure S7

**Transcriptomic analysis reveals new hippocampal gene networks induced by prolactin**

**Abbreviated title:** Prolactin induce hippocampal gene networks

**Authors:** Erika Alejandra Cabrera-Reyes^1^, América Vanoye–Carlo^2^, Mauricio Rodríguez-Dorantes^3^, Edgar Ricardo Vázquez-Martínez^1^, Nadia Alejandra Rivero-Segura^5^, Omar Collazo-Navarrete^4^, and Marco Cerbón^1*^

**Supplementary legends**

**Table S1. RNASeq reads coverage.** Reads generated from RNASeq in the control group, and Prl-treated groups (3, 6 and 24 h) were aligned to the rat genome (Rnor 6.0).

**Table S2. Up and down regulated genes by Prl.** The matrix generated by the alignment of reads was introduced to the IDEAmex for differential expression analysis using NOISeq, DESeq and EdgeR with an FDR of < 0.05 and a Fc ≥ 2 or ≤ 2. Official gene symbol, gene name and FoldChange (Fc) are shown in columns 1, 2 and 3-5, respectively.

**Figure S3. Enrichment and Functional analysis of Prl regulated genes.** Differentially expressed genes after Prl treatment respect to vehicle group were analyzed using DAVID v6.7. (A) Within the GO categories, the gene products from biological processes and cell cycle were the most enriched by Prl treatment. B) Changes in the number of genes induced by Prl in a 24 h period related to brain processes are described; 3 h (blue), 6 h (red) and 24 h (purple).

**Table S4. Brain processes and functions.** Number of genes differentially expressed (#) after 3, 6 and 24 h of Prl treatment respect to vehicle group.

**Table S5.** **RNASeq and RT-qPCR data.** Fold change (Fc), p-value and brain processes of the selected genes after 3, 6 and 24 h of Prl treatment compared with to the vehicle group.

**Table S6.** Prl regulated genes validated by RT-qPCR and molecular characteristics of the nine validated genes.

**Figure S7. Network of brain processes and its association with Prl regulated genes expression.** The network analysis was performed by means of Python 3.5 packages (matplotlib, numpy, matplotlib.pyplot, pandas networkx, seaborn and Cytoscape 3.6.1 packages). Purple nodes represent brain processes influenced by Prl, whereas cyan nodes represent genes whose expression is modified by Prl; the number of genes and related functions are depicted by color intensity, with a stronger intensity representing a greater number of genes.

**Table S8.** Proteins selected for immunodetection and its relation with Prl induced genes detected in the global transcriptome.

**Figure S3.**

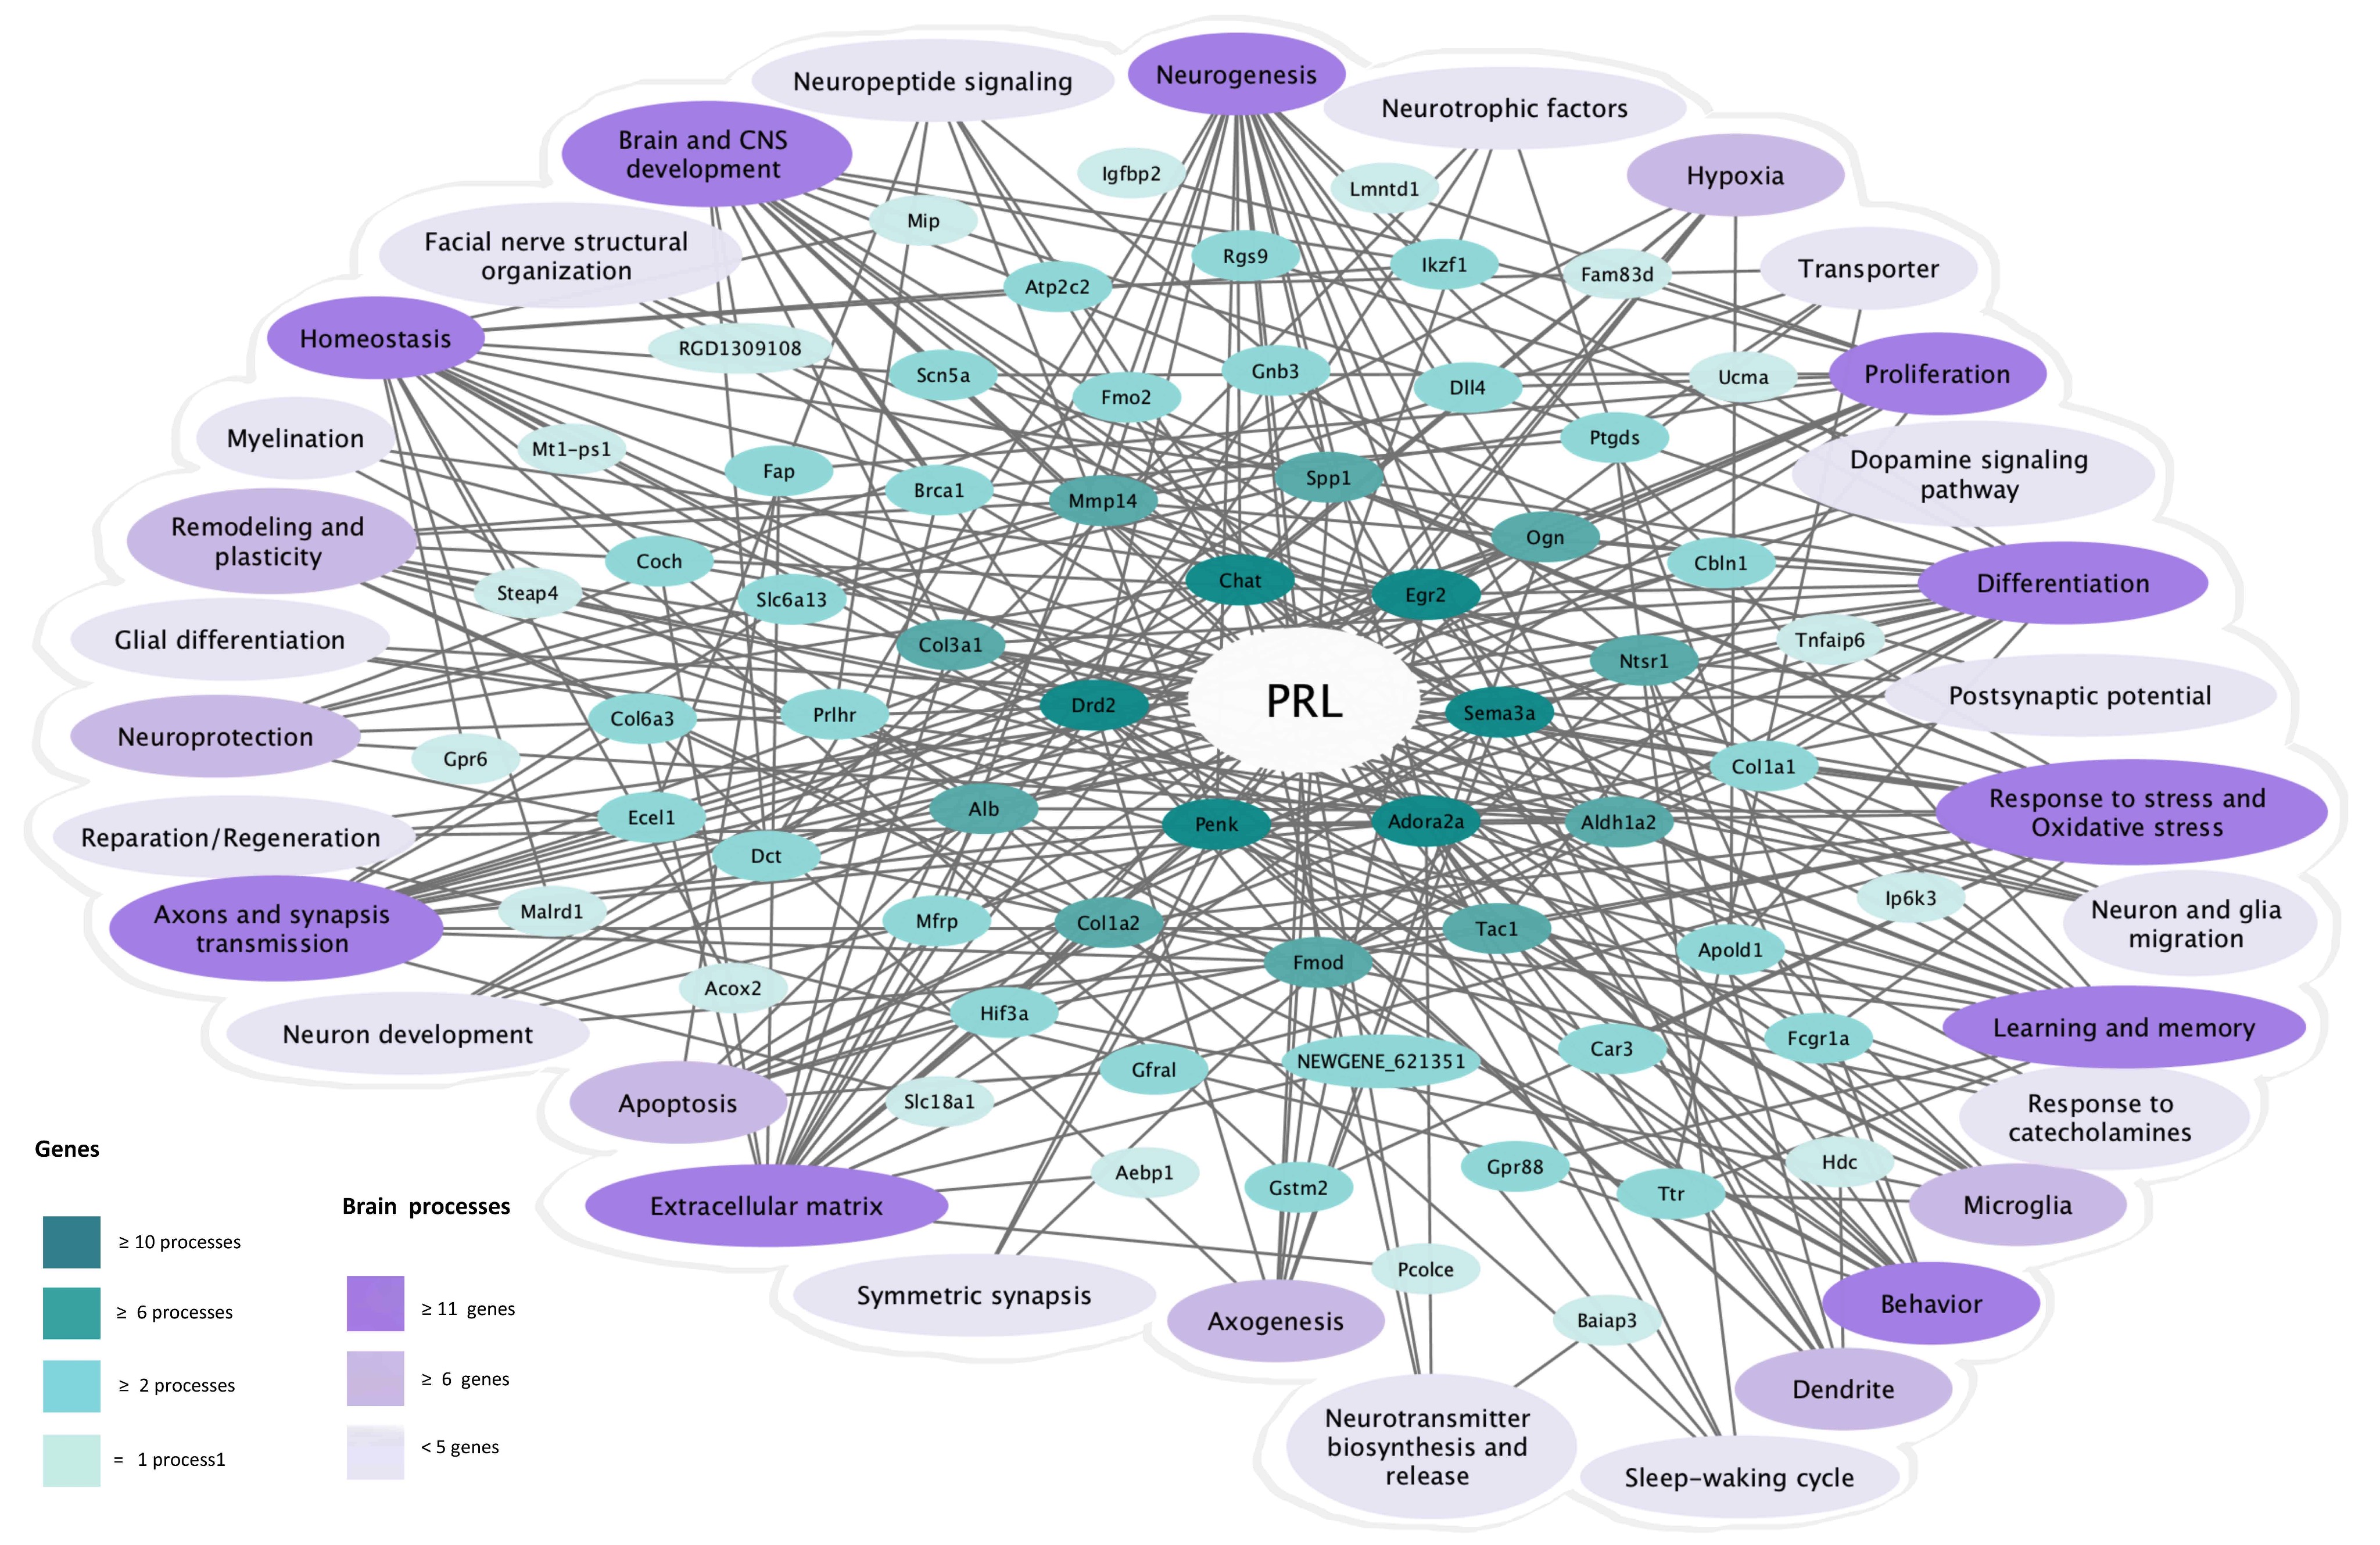

**Figure S7**

How the deposited data were processed for this re-analysis (not part of the article)

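Hippocampal RNA of 12 ovariectomized Wistar rats was sequenced in 4 groups of 3, a control group given saline and groups treated once with 500 µg/kg of sheep Prl and examined after 3, 6 or 24 h. Each library was assigned to its group by its sample label, and replicate numbers were taken from the labels. The numbers do not pair animals across groups: of 18 pairs of libraries with the same number, 2 had a correlation of their residuals above 0.1, and the correlations ranged from -0.23 to 0.27.

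According to the paper, reads were examined with FastQC, aligned with Smalt to NCBI Rnor 6.0 with default settings, and counted on genes of the NCBI annotation with BamTools. The deposited table holds these counts as whole numbers without normalization, 39469 genes by 12 libraries, with 0 repeated gene identifiers. Of the identifiers, 30274 were found in a table of gene names of the later assembly GRCr8, which was used for names only; they carry 89.0% of the counts. Symbols were taken from the count table itself, where 446 genes share a symbol with another gene. In 12 pairs of libraries from the same group, the differences exceeded counting noise, with a chi-square per gene from 7.25 to 83.1, so no library is a copy of another of its group.

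The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 22049. TMM factors were used for normalization, and normalized counts are per 1000000 counts (CPM). A quasi-likelihood model with 1 coefficient per group was fitted to all 12 libraries (prior degrees of freedom 5.18), each Prl group was compared with the control group, and the Prl groups were compared with each other. A gene was counted at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The paper applied NOISeq, DESeq, edgeR and DESeq2 through IDEAmex with these thresholds; NOISeq and DESeq were not used here. The genes named in the text are 40 genes that the paper names or assays, whatever their result, chosen before the data were examined; Hapln2 was added after its value was seen.

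Total counts per library ranged from 22892698 to 34986652. Counts of 3 or fewer were treated as the floor. The procedure was tested on simulated data of the same size, with 200 genes changed by 2 on the log2 scale: the quasi-likelihood test found 197 and called 2 unchanged genes, DESeq2 found 198 and called 4, and edgeR's exact test found 200 and called 19. The changed genes were drawn from those with a mean of at least 50 counts, and noise was drawn for each gene on its own. The recovery therefore does not show how many smaller changes, or changes at low counts, the tests would find.

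Lists of genes were tested with fry of limma 3.58.1 at each time point, 39 tests in all with Benjamini-Hochberg adjustment. They were written before the data were examined and cover choroid plexus, meninges, striatum, basal forebrain cholinergic neurons, thalamus, hippocampal neurons, microglia, blood, immediate early genes, glucocorticoid response, circadian clock, STAT5 targets, and rRNA and small RNA. A list of oligodendrocyte genes was written after the value of Hapln2 had been seen. The genes of the brain processes were transcribed from Fig. 1D.

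The alternatives set before the data were examined were DESeq2's size factors, upper-quartile factors and library size only in place of TMM; the DESeq2 1.42.0 Wald test, edgeR's exact test on the 2 groups compared, and genes called by both edgeR and DESeq2; no filter beyond a count of at least 1, and a mean of at least 50 counts; a fit of only the 2 groups; replicate number as a block; an adjusted p without a fold threshold, an unadjusted p with the fold threshold, and the fold threshold without a test; leaving out each of the 12 libraries in turn; and, for the gene lists, camera with a preset correlation of 0.01 or an estimated one, DESeq2's size factors, the replicate block, and the lists without the genes of Supplementary Table S2. A robust quasi-likelihood fit was added after the data were seen. For each comparison of 3 animals against 3, all 10 splits of the 6 libraries were refitted.

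The share of genes in Gene Ontology categories and the correlation network of Fig. 3 were not computed here, and the RT-qPCR and immunohistochemistry measurements were not analysed here. Bias by GC content or gene length was not tested, because neither the genome nor the annotation of the build was used.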

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

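The tests of single libraries in this part were chosen after the values of each library had been seen, as were the limits used to pick the genes below, set on their level and on their ratio to the highest control animal, and the test of oligodendrocyte genes.

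Ppp1r1b, a gene of the striatum that the paper does not discuss, had 251 CPM in the first library of the Prl 24 h group and 68.1 to 81.4 in the other 11 libraries. The same library had the highest value of Drd2, Adora2a, Penk and Tac1. The list of 15 striatal genes was written before the data were examined, and 6 of them are in the paper's table. Of 6 others, which had been predicted to rise together at 24 h before any library was singled out, 5 were highest in that library, and the median log2 ratio of the 6 to the other libraries was 0.87. Pde10a, the other one, was lower there, with a log2 ratio of -0.29 (30.0 CPM against 27.7 to 42.5 elsewhere). Of the genes on the list that are neither in the table nor among these 6, Lrrc10b did not rise (60.5 CPM against 56.6 to 79.8 elsewhere), Actn2 hardly did (35.6 against at most 35.1), and Sh3rf2 did at low counts (1.53 against at most 0.79). Adcy5 and Rasd2, the most abundant of the 6 in the other libraries, had 217 and 199 CPM there, against at most 141.5 and 126.4 elsewhere, and all 6 had counts in every control animal as well. The tables argue against a shallow library, since its total count of 24002450 is above that of 4 others. A library from another brain region in place of hippocampus stays open: of 8 genes of hippocampal neurons, 3 lay within the range of the other 11 libraries and 4 were lowest in this one, with a median log2 ratio of -0.61. Striatal tissue in the dissected hippocampus also stays open, because Pde10a and Lrrc10b did not rise. An effect of Prl at 24 h stays open as well: in the other animals of that group Ppp1r1b had 77.9 and 69.8, against 68.4 to 75.2 in the control animals, while Penk (24.8 and 21.2, against at most 18.5), Chat (1.52 and 1.25, against at most 1.09) and Rgs9 (9.47 and 8.00, against at most 7.58) lay above every control animal in both. A response of 1 animal alone was not tested. These explanations cannot be told apart for this 1 animal.

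Igf2, a gene of the meninges that the paper does not discuss, had 64.8 CPM in the third library of the Prl 3 h group, against 17.5 to 20.7 in the control animals. The first library of the 24 h group had 51.4, and the other 10 libraries at most 21.1. The list of 13 meningeal genes holds 4 of the paper's table. Of 6 others, which had been predicted to rise together at 3 h before any library was singled out, 4 were highest in the third library of the 3 h group, with a median log2 ratio of 0.94 over the 6. Lum and Foxc1 had log2 ratios of -0.14 and -0.03 and did not rise with the others. Of the genes on the list that are neither in the table nor among these 6, Bgn (29.0 CPM) was highest there as well, hardly above the 28.4 of the first 24 h library, where Islr and Crabp2 were highest (9.15 and 3.35, against 8.59 and 2.75 here). Slc6a20 and Dcn had 24.1 and 23.2 CPM, and all 6 had counts in every control animal as well. Meningeal tissue in that dissection is a candidate explanation for these values and for the collagen genes at 3 h, and it stays open because those 2 genes did not follow. A response to Prl at 3 h stays open for that animal, while Igf2 in the other animals of the group (19.1 and 17.4) lay within the range of the control animals or below it.

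Hapln2, which the paper does not discuss, had the smallest p at 3 h, with a log2 fold change of 0.91 (higher in 3 of 3 animals than in every control animal), and of 0.67 at 6 h and 0.54 at 24 h. Its adjusted p of 0.0672 in the quasi-likelihood test did not pass, and over the alternatives it ranged from 6.55e-13 to 0.434, with 1.61e-07 in DESeq2. A fold threshold of 2 was not reached. More white matter in the dissected hippocampi was tested with 12 oligodendrocyte genes, of which 10 were higher at 3 h, with a median log2 fold change of 0.25, and limma's fry did not reach 0.05. Among the most abundant, Mbp went from 4596 to 5537 CPM, a log2 fold change of 0.27. At 6 and 24 h the medians of the 12 genes were 0.06 and 0.15, with 9 higher at each, and fry did not reach 0.05. White matter therefore may contribute, matches the values of Hapln2 at 6 and 24 h less well, and is not settled by this test. The control animals have no stated time after saline, so the time of day also stays open beside Prl.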

How the results depend on the processing

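The alternatives were set before the data were examined, except the robust quasi-likelihood fit. The numbers of differentially expressed genes at 3, 6 and 24 h, at all 3 time points and between time points stayed at 0 with DESeq2's size factors, upper-quartile factors and library size only. They also stayed at 0 with a mean of at least 50 counts, the replicate block, an adjusted p without a fold threshold, and the robust fit. Genes called by both tools were 0 as well, which follows from the 0 of the quasi-likelihood test. The counts at an unadjusted p under 0.05 in the reported fit are 1393, 865 and 1357 against the control group. Every normalization left the median log2 fold change of all genes below 0.05 in size.

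With the DESeq2 Wald test there were 23 genes at 3 h (16 higher, 7 lower), 5 at 6 h, 1 at 24 h, 1 at all 3 time points (Rhbdl2) and 21 between time points (20 higher, 1 lower). With edgeR's exact test there were 75, 34 and 10 genes, 1 at all 3 time points (Rhbdl2) and 36 between time points (18 higher, 18 lower). With only the 2 groups in the fit there were 15 at 3 h (11 higher, 4 lower) and none at the other times, where the fit has fewer samples. Without a filter there were 6 between time points. With an unadjusted p and the fold threshold there were 230, 148 and 192 genes, 28 at all 3 time points and 459 between time points. With the fold threshold and no test there were 408, 282 and 352 genes, 66 at all 3 time points and, for differences between time points, 860. In 20 simulated data sets without a Prl effect, edgeR's exact test called a median of 7 genes at 3 h (0 to 13) and the quasi-likelihood test a median of 0 (0 to 2). An unadjusted p with the fold threshold gave a median of 150 genes at 3 h there (137 to 161). The cause of the differences between the tests was not tested; the last 2 settings drop a condition and so count more genes by construction.

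Across the 12 fits that each left out 1 library, there were from 0 to 1 genes at 3 h (1 without the first 24 h library) and 0 at 6 h, 24 h and all 3 time points. Between time points there were from 0 to 9 genes (9 without the third 24 h library, all higher at 24 h), and from 0 to 3 list tests passed (3 without the first 24 h library, microglia at 3 and 6 h and hippocampal neurons at 3 h, all lower). The cause was not tested.

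Among the gene lists, 18 tests passed with camera at a preset correlation of 0.01 (13 higher, 5 lower), and 0 with camera at an estimated correlation or with fry, where 7 had an unadjusted p under 0.05. So none of the 18 held under either.

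For named genes at the time points where the paper's table lists them, 4 of the log2 fold changes reversed when 1 library was left out, and 536 did not. Each of the 12 libraries was left out in turn, and a library outside the groups compared could hardly move the fold change. The 536 therefore overstate how firmly the directions held. The log2 fold change of Apold1 at 3 h became 0.12 without the first control library, within a range of -1.76 to 0.12 over the fits that each left out 1 library, and the log2 fold change of Apold1 at 24 h became 0.35, within a range of -1.85 to 0.35. At 24 h without the first 24 h library, Adora2a became -0.32 (range -0.32 to 2.08) and Tac1 -0.26 (range -0.26 to 1.44). The values per library show the cause, since that library holds the outlying count. Under the other alternatives 0 reversed, 503 kept their direction and their side of the threshold, and 122 kept their direction and passed the threshold, 45 of them with the fold threshold and no test and 39 with an unadjusted p. Settings that changed only the threshold, or asked for a call by both tools, reused the same fold changes and could not reverse a direction. Of the median log2 fold changes of lists, which were picked after their p-values had been seen, 2 passed when a library was left out, and 142 kept their direction and their side of the threshold, though not always their size; under the other alternatives 10 passed, and 50 kept both.

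Dct, with 3 to 52 counts per library, and Fmo2, with 8 to 90, are the named genes whose depth most limits the precision of their fold change.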

Differences from the paper's values

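The alternatives named here were set before the data were examined. For differentially expressed genes, sum over time points, the paper has 162, with 109 upregulated and 53 downregulated; here each of these was 0 at the same thresholds with edgeR's quasi-likelihood test, where 1393, 865 and 1357 genes had an unadjusted p under 0.05. With edgeR's exact test, the 75, 34 and 10 genes at 3, 6 and 24 h in sum, and the 48 downregulated among them, came within a ratio of 1.5 of the paper's counts, and the upregulated genes did not. None of the other alternatives closed these gaps. The copy of the paper's Supplementary Table S2 used here lists other counts, 211 entries over the time points, with 63 upregulated and 33 downregulated at 3 h, 27 and 22 at 6 h, and 45 and 21 at 24 h. Of these, the exact test came within a ratio of 1.5 for both directions at 3 h and for the downregulated genes at 6 h, and not for the sum.

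At 3 h the paper has 53 upregulated and 23 downregulated genes and this re-analysis 0 and 0. With edgeR's exact test there were 51 and 24; no other alternative closed the gap. At 6 h the paper has about 20 upregulated and about 14 downregulated genes in Fig. 1A, read by eye, and here 0 and 0; edgeR's exact test gave 14 and 20, which is within 1.5 times for each, and no other alternative did. At 24 h the paper has about 36 upregulated and about 16 downregulated genes in Fig. 1A, read by eye, and here 0 and 0; none of the alternatives closed the gap, and edgeR's exact test gave 6 and 4.

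For genes changed at all 3 time points, the paper has about 5 in Fig. 1B, read by eye, and here 0; none of the alternatives closed the gap. Rhbdl2, 1 of the paper's genes, was called at all 3 times by DESeq2 and by edgeR's exact test. At an unadjusted p with the fold threshold Rhbdl2, Fmo2, Egr2 and Srpk3 were among the 28 genes at all 3 time points, and Apold1 was not.

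Of the genes the paper names, some settings called at least 1 where the quasi-likelihood test did not. DESeq2 called Cbln1, Dct, Dll4, Fcrl2, Fmo2, Hif3a and Rhbdl2 at 3 h, Fmo2, Mmp14 and Rhbdl2 at 6 h, and Rhbdl2 at 24 h. EdgeR's exact test called these and also Alb, Col1a1, Col1a2, Egr2, Gfral, Ntsr1, Sema3a, Srpk3 and NEWGENE_621351 at 3 h and Car3, Hif3a and Ttr at 6 h. With only the 2 groups in the fit, Cbln1, Dct, Fcrl2 and Hif3a were called at 3 h. Of the 45 entries of the paper's table for these genes, 39 passed with an unadjusted p and the fold threshold, and all 45 with the fold threshold alone. The paper chose these entries on the same libraries, so this is not independent evidence.

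The paper states in 1 place that each of the 6 genes Drd2, Adora2a, Egr2, Penk, Chat and Sema3a takes part in more processes than 10, and in another, on Supplementary Fig. S7, that each takes part in 10 or more, which the counts below meet. In the transcription of Fig. 1D used here, 4 genes do, Drd2 in 18, Adora2a in 15, and Egr2 and Penk in 12 each, while Chat and Sema3a are in 10 each. The text of the results writes Ddr2 among them, which had a log2 fold change of -0.39 at 24 h. For 24 h the paper gives a number of genes per process that brain and CNS development and behaviour, with 8 genes each at a 2-fold difference, do not exceed here.

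The paper states that Prl induced all 5 of Col1a1, Col1a2, Fmod, Ptgds and Aldh1a2. In the quasi-likelihood test none of them passed the thresholds at any time; their unadjusted p at 3 h ranged from 0.00809 for Col1a2 to 0.0523 for Aldh1a2.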

Other observations

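The tests of single libraries, of Apold1, and of the random regroupings were chosen after the results were seen; the gene lists and the explanations tested with them were written before.

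At the time points of the paper's table, the 2-fold differences at 24 h rested on 1 library more than on others. Without the first 24 h library 35 of 65 were lost, against at most 14 without another library. This library had a median correlation with the other libraries of 0.971, against at least 0.985 for the others, and the highest count of all 7 rRNA and small RNA genes that could be tested, although these overlap in sequence, as Rn45s contains Rn28s. Their share of its counts was 2.64%. In the second 24 h library Rn18s (1169 CPM), Rn5-8s (8.69) and Rn45s (8893) also lay above the remaining libraries (at most 344.5, 5.345 and 8393). Rn28s, Rn7sl1, Bc1 and Rmrp did not. The pattern may come from a difference in poly(A) selection of the first library, since the 7 rose together there. A treatment effect at 24 h is not separated from it by this test. Apold1 was lower at all 3 time points with the first control library at 27.2 CPM; without it the log2 fold change at 3 h was 0.12, at 6 h -0.03 and at 24 h 0.35.

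Ttr followed other choroid plexus genes across the 12 libraries, with a Spearman rho of 0.797 (permutation p = 0.00297) and a Pearson r of 0.800 (permutation p = 0.00178; adjusted over these 2 relations, both 0.00297). Without the 2 libraries farthest from the median of Ttr, the first of the 24 h and of the 6 h group, r was 0.66. The 6 genes had at most 12 to 68 counts in any library. Within a group there are 3 libraries, too few for a correlation. In the first 24 h library, which had the most Ttr, Folr1, Clic6 and Otx2 of these genes lay within the range of the control animals. Kcnj13, Kl and Sostdc1 lay above that range there. Choroid plexus in the dissected hippocampi may thus account for Ttr, less clearly in that library. A response of choroid plexus or of hippocampus to Prl stays open and was not tested. The list of choroid plexus genes had a median log2 fold change of 0.61 at 3 h, 1.05 at 6 h (11 of 12 genes higher, limma's fry, adjusted p = 0.133) and 0.52 at 24 h; it was 0.37 at 3 h without the third 3 h library and 0.53 at 6 h without the first 6 h library.

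Chat was highest in the first 24 h library. Of Slc5a7, Slc18a3 and Lhx8, 2 were highest there as well, Slc18a3 and Lhx8, the latter with 53 counts, and Slc5a7 was lowest there, so basal forebrain neurons in that dissection could neither be shown nor excluded. The list of basal forebrain cholinergic neurons had medians of 0.40, 0.11 and 0.21 at 3, 6 and 24 h. With 1 library left out these ranged from 0.11 (without the first 3 h library) to 0.47 at 3 h, from -0.12 (without the second 6 h library) to 0.18 at 6 h, and from 0.08 (without the first 24 h library) to 1.15 (without the third) at 24 h.

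Egr2 and Fosb rose with Prl. A response to handling or injection predicts that other immediate early genes rise with them, and 7 of 10 were higher at 3 h, with a median log2 fold change of 0.22 that may reflect either; all groups were injected, and the time of the control animals after saline is not stated in the paper's text, so the design cannot separate them. The whole list had medians of 0.28, 0.27 and 0.14 at 3, 6 and 24 h (limma's fry, adjusted p = 0.470 at 3 h). These became 0.04 at 3 h without the second 3 h library, 0.12 at 6 h without the second control library and -0.04 at 24 h without the first 24 h library, and 0.48, 0.49 and 0.45 without the first control library.

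Fmo2 and Hif3a rose with Prl. Fkbp5, Sgk1, Tsc22d3, Zbtb16 and Pdk4, genes of the glucocorticoid response, had a median log2 fold change of 0.50 at 3 h, all 5 higher and 3 of them with every Prl animal above every control animal; it was 0.33 at 6 h and 0.15 at 24 h. Over the whole list, with Hif3a, 12 of 12 genes were higher at 3 h (median 0.46, limma's fry, adjusted p = 0.133), and the medians were 0.33 and 0.30 at 6 and 24 h. The median at 3 h was 0.29 without the second 3 h library, and at 24 h it was 0.13 without the first 24 h library and 0.47 without the third. A stress or glucocorticoid response is a candidate explanation that this design, with no time given for the control animals, leaves open beside Prl.

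For the time of day, 6 clock genes were compared between time points in 18 tests. The smallest adjusted p over these was 0.213, 2 had an unadjusted p under 0.05, and the largest log2 difference was 0.53 in size, so a difference by time of day could not be told apart from an effect of Prl. The circadian clock list had medians of 0.17 at 3 h (11 of 13 genes higher, limma's fry, adjusted p = 0.133), 0.10 at 6 h and 0.07 at 24 h. It was 0.27 at 3 h without the first 3 h library, 0.01 at 6 h and -0.01 at 24 h without the first control library, and 0.16 at 24 h without the third control library.

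Of the 39 list tests, 0 passed, and 7 had an unadjusted p under 0.05. Microglial genes, 12 in the list with Itgam, had medians of -0.35 at 3 h (0 of 12 higher, limma's fry, adjusted p = 0.133), -0.27 at 6 h and 0.16 at 24 h. Genes that STAT5 activates had medians of 0.03, -0.15 and -0.01, which with 1 library left out ranged from -0.07 to 0.10, from -0.16 to 0.00 (without the third control library) and from -0.07 to 0.10. Thalamic genes had 0.26, 0.00 and 0.11, blood genes 0.09, -0.66 and 0.55, hippocampal neuron genes -0.24, 0.00 and -0.05, meningeal genes 0.79, 0.29 and 0.78, striatal genes 0.09, 0.00 and 0.89, and rRNA and small RNA genes -0.40, -0.79 and 1.97. Without the first 24 h library, the medians at 24 h were 0.05 for striatal genes, 0.13 for meningeal, 0.44 for rRNA and small RNA, -0.14 for blood and -0.14 for microglial genes. Meningeal genes had 0.14 at 3 h without the third 3 h library and 0.12 at 6 h without the second 6 h library. Blood genes had -0.02 at 3 h without the first 3 h library and 0.18 without the second, and -1.15 and -0.44 at 6 h without the second and the third 6 h library. The rRNA and small RNA genes had -0.26 at 3 h without the third control library and -1.19 at 6 h without the first 6 h library. Hippocampal neuron genes had -0.16 at 3 h without the third control library and -0.21 at 24 h without the second, thalamic genes 0.04 at 24 h without the first control library and 0.20 without the third, and striatal genes 0.05 at 3 h without the third 3 h library and -0.10 at 6 h without the second 6 h library. Microglial genes had 0.36 at 24 h without the second 24 h library. With fry, leaving out the first 24 h library took microglial genes at 3 and 6 h (adjusted p = 0.0291 and 0.0488) and hippocampal neuron genes at 3 h (0.0488) below 0.05. The study's own table holds 6 of the 15 striatal genes, 4 of the 13 meningeal genes and 4 of the rRNA and small RNA genes. Without the genes of that table, the medians at 24 h were 0.37 for striatal, 0.43 for meningeal and 0.47 for rRNA and small RNA genes. Meningeal genes then had 0.57 at 3 h and 0.01 at 6 h.

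Of the proteins that the paper detects by immunohistochemistry, the messenger RNA of Itgam had log2 fold changes of -0.67, -0.34 and -0.07 at 3, 6 and 24 h (standard error 0.31 at each). These rested on the first control library, at 20.8 CPM against 11.1 and 8.95 in the other control animals, and were -0.24, 0.10 and 0.37 without it. The log2 fold changes were, for Map2, -0.41, -0.25 and -0.33 (standard error 0.16; at 24 h -0.14 without the first 24 h library), for Mapt -0.07, -0.06 and -0.08 (standard error 0.08) and for Syp -0.03, 0.07 and 0.06 (standard error 0.07). With 1 library left out, Mapt stayed between -0.12 and -0.01 and Syp between -0.05 and 0.09 over the time points. None passed the thresholds. Prlr, the receptor of Prl, had 17 to 34 counts per library and log2 fold changes of -0.52, -0.05 and -0.10; at 6 h it ranged from -0.16 to 0.06 and at 24 h from -0.16 to -0.03 with 1 library left out.

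Adjusted over the list alone, the named genes that could be tested numbered 39, and an adjusted p under 0.05 in the quasi-likelihood test, with no fold threshold, was found for 18 of them at 3 h, 6 at 6 h and 1 at 24 h, against 0 when adjusted over all genes. The study chose most of them on these libraries, so the first count is not independent evidence. At an unadjusted p under 0.05 there were 20, 15 and 16.

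For each Prl group against the control group, the 10 splits of the 6 libraries into 3 and 3 were compared, and this design cannot give a share below 0.1. In the quasi-likelihood test the real count was 0 at each time and for each comparison between times. All 10 splits reach 0 whatever the data, so this comparison cannot tell the real grouping from another. The numbers of splits that follow include the real one. With edgeR's exact test, 1 of the 10 splits reached the real count at 3 h, 3 at 6 h and 1 at 24 h. The highest count of any split but the real one was 21 at 3 h, 58 at 6 h and 5 at 24 h. With an unadjusted p and the fold threshold, 1, 5 and 5 of the 10 splits reached the real count. For gene lists with an unadjusted p under 0.05, 1 split did at 3 h and 1 at 6 h. At 24 h the real number of such lists was 0, which all 10 splits reach whatever the data. The 28 genes at all 3 time points at an unadjusted p were reached by 12 of 100 random regroupings of the 12 libraries, the real one included, so regrouping the animals at random may give that many. In 20 simulated data sets without an effect and with shared controls, the correlation of log2 fold changes across genes was computed as well. Between 3 and 24 h it had a median of 0.511 (highest 0.534), against 0.633 here. Between 3 and 6 h it was 0.517 (highest 0.533) against 0.605, and between 6 and 24 h 0.510 (highest 0.533) against 0.537. In these data sets 21 to 48 genes differed 2-fold at all 3 time points with no test, against 66 here. Genes are not independent replicates.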
